# Stimulation of C-Kit^+^ Retinal Progenitor Cells by Stem Cell Factor Confers Protection Against Retinal Degeneration

**DOI:** 10.3389/fphar.2022.796380

**Published:** 2022-03-31

**Authors:** Xi Chen, Shanshan Li, Xiaoli Liu, Jingjie Zhao, Lanting Wu, Ran You, Yanling Wang

**Keywords:** retinal degeneration, c-kit, stem cell factor, retinal ganglion cell, crystallins

## Abstract

C-kit/CD117, expressed in a series of tissue-specific progenitor cells, plays an important role in tissue regeneration and tissue homeostasis. We previously demonstrated that organoid-derived c-kit^+^ retinal progenitor cells can facilitate the restoration of degenerated retina. Meanwhile, we have identified a population of endogenous c-kit^+^ cells in retinas of adult mouse. However, the exact role of these cells in retinal degeneration remains unclear. Here, we demonstrated that stimulation of endogenous c-kit^+^ cells by stem cell factor (SCF) conferred protection against retinal degeneration. Retinal degeneration was induced by intravitreal injection of N-methyl-D-aspartate (NMDA). NMDA challenge increased the total number of c-kit^+^ cells in the retinal ganglion cell layer (GCL), while deregulated the protein level of SCF, which was mainly expressed in Müller cells. Both flash electroretinogram (fERG) and light/dark transition tests showed that intravitreal injection of SCF effectively improved the visual function of NMDA-treated mice. Mechanistically, SCF administration not only prevented the loss of retinal ganglion cells (RGCs), but also maintained the function of RGCs as quantified by fERG. Further, we performed transcriptome sequencing analysis of the retinal cells isolated from SCF-treated mice and the parallel control. Gene Ontology analysis showed that SCF-induced transcriptome changes were closely correlated with eye development-related pathways. Crystallins and several protective factors such as *Pitx3* were significantly upregulated by SCF treatment. Our results revealed the role of SCF stimulated c-kit^+^ cells in the protection of RGCs in NMDA-treated mice, *via* inhibiting the loss of RGCs. Administration of SCF can act as a potent strategy for treating retinal degeneration-related diseases.

## Introduction

The death of neurons is the leading cause of blindness in retinal degeneration (Pascolini and Mariotti, 2012; Wong et al., 2014). For example, in patients with glaucoma, retinal ganglion cells (RGCs), the neurons in the mammalian retina, undergo progressive degeneration, which leads to an irreversible vision loss (Cuenca et al., 2014). Rescue of retinal neurons has been considered as an effective strategy for the retina regeneration therapy (Jin et al., 2019; Singh et al., 2020). Stem/progenitor cell transplantation can be differentiated into retinal neurons, while the preparation of transplantable cells is inevitably complicated (Schwartz et al., 2015; Schwartz et al., 2016; Mandai et al., 2017). Reprogramming Müller cells can also regenerate retinal neurons *via* virus-mediated genome editing, while it can yet be applied due to safety issues (Jorstad et al., 2017; Yao et al., 2018; Hoang et al., 2020; Jorstad et al., 2020; Zhou et al., 2020). Neuroprotective factors, such as brain-derived neurotrophic factor (BDNF), can promote cell survival and prevent retinal neuron death, with some drawbacks such as short half-lives of these factors and the inability to cross the blood-retina barrier. Therefore, to develop a simple, safe and effective strategy to facilitate the repair of injured retina remains a key challenge.

In the previous study, we have demonstrated that c-kit^+^ retinal progenitor cells (RPCs) would be a promising cell source for repairing the injured retina. By enriching c-kit^+^ RPCs from human embryonic stem cell-derived retinal organoids, we found that subretinal transplantation of c-kit^+^ RPCs into retinal degeneration models could significantly improve vision and delaying retinal degeneration (Zou et al., 2019). Moreover, we have previously identified a population of c-kit^+^ cells in retinas of both postnatal and adult mouse, especially containing regenerative potential during adulthood (Zhou et al., 2015; Chen et al., 2016; Chen et al., 2017). However, the exact role of these c-kit^+^ cells in the retina remains unclear.

Here, we reported that activation of endogenous c-kit^+^ cells can protect against retinal degeneration. In pathological conditions, such as N-methyl-D-aspartate (NMDA) challenge, the total number of c-kit^+^ cells in the retina was increased, while the expression level of SCF was downregulated. Supplementation of exogenous SCF can effectively facilitate the preservation of the retinal function, by inhibiting the loss of RGCs. Transcriptome analysis showed that several eye development-related factors, such as Crystallins, were significantly upregulated by SCF treatment. In summary, our study demonstrated the protective role of SCF/c-kit signaling on the retinal injury, and indicated exogenous SCF as a potent candidate for the treatment of retinal degeneration-related diseases.

## Materials and Methods

### Mice

*C57BL/6J* mice were provided by the Institutional Animal Care of Beijing Friendship Hospital Affiliated to Capital Medical University. Four-week-old mice (males and females) were randomly assigned to groups, and maintained under a standard 12-h light/dark cycle at 24.5°C. All experimental procedures were approved by the Office of Research Ethics Committee at Beijing Friendship Hospital Affiliated to Capital Medical University (ethics approval number: 18-2020).

### Intravitreal Injections

Animals were anaesthetized with 1.5–2% isoflurane. Intravitreal injection of NMDA (100 mM in PBS, 2 μl per eye; Cat# M3262, Sigma-Aldrich, United States) was performed using a sharp 32-guage needle (micro-syringe equipped of Hamilton Storage, United States). Two days post NMDA challenge, intravitreal injection of recombinant SCF (50 ng/μl in PBS, 2 μl per eye; Cat# 455-MC, Novus Biologicals, United States) and SU 5416 (c-kit inhibitor, ic-kit, 50 ng/μl in PBS, 2 μl per eye; Cat# 3037, Tocris Bioscience, United Kingdom) were performed. Mice injected with an equal volume of PBS (2 μl per eye) were served as control.

### Tissue Preparation and Immunofluorescence

Immunohistochemistry was performed as described previously (Chen et al., 2016; Chen et al., 2017). Briefly, mouse eyeballs were prefixed in prefixation buffer (5% acetic acid, 0.4% paraformaldehyde, 0.315% saline, and 37.5% ethanol), then incubated in 4% paraformaldehyde overnight at 4°C, followed by embedded in paraffin. Eyecups were sectioned at 5 μm on a microtome (Leica, Germany). Slides were then deparaffinized, rehydrated, and boiled in 10 mM citrate buffer, followed by incubation in 5% donkey serum for 30 min at room temperature. Slides were then incubated with indicated primary antibodies at 4°C overnight, rinsed with PBS, and then incubated in species-matched fluorophore-conjugated secondary antibodies for 1 h at 37°C. Nuclei were counterstained with 4’,6-diamidino-2-phenylindole (DAPI). Images were obtained using confocal microscopy of Fluo View FV1000 (Olympus, Japan). To perform the immuno-positive cell quantification, immuno-positive cells were counted in sections of the whole retina from the nasal side to the temporal side across the optic disk, and at lease six sections per mouse were analyzed. The numbers of immuno-positive cells obtained of each section from one mouse were averaged, following the protocol described previously (De la Huerta et al., 2012; Li et al., 2016; Zou et al., 2019).

The primary antibodies used were as follows: anti-c-kit at 10 μg/ml (Cat# AF1356, R&D Systems, United States), anti-glutamine synthetase (GS) at 1:200 (Cat# ab73593, ab64613; Abcam, United Kingdom), anti-SCF at 1:200 (Cat# ab64677; Abcam), anti-Connexin 43 (Cx43) at 1:100 (Cat# ab78055; Abcam), anti-Iba1 at 1:200 (Cat# ab178847; Abcam), anti-NeuN at 1:200 (Cat# ab209898; Abcam), and anti-Calretinin at 1:400 (Cat# MAB1568; Millipore). The secondary antibodies used were as follows: donkey anti-goat IgG Alexa Fluor 488 at 1:500 (Cat# ab150129; Abcam), donkey anti-rabbit Alexa Fluor 555 at 1:500 (Cat# ab150074; Abcam), donkey anti-mouse Alexa Fluor 555 at 1:500 (Cat# ab150106; Abcam), donkey anti-mouse Alexa Fluor 647 at 1:500 (Cat# ab150107; Abcam), donkey anti-rabbit IgG Alexa Fluor 488 at 1:500 (Cat# ab150073; Abcam), goat anti-chicken IgG Alexa Fluor 555 at 1:500 (Cat# ab150170; Abcam).

### Analysis of Microglia

The method was performed as described previously (Zou et al., 2019). Briefly, five 40× field views were captured from three 15 μm-thick retinal sections per eye using the Olympus confocal imaging system with 1-μm z-steps. By using a grid system, the number of grid-crossing points per individual microglia cell was counted (*n* > 3 eyes per group). The number of Iba1^+^ cells was counted in five eyes per group.

### Electroretinogram Recording

Corneal scotopic flash electroretinogram (fERG) of mice was performed at corresponding time point after intravitreal injection of NMDA (at lease five mice in each time point) as described previously (Chen et al., 2016). Briefly, after adaption darkness overnight, mice were anesthetized with 1.5–2% isoflurane. The animal body temperature was maintained at 37°C by using a heating pad. The pupils of mice were dilated with tropicamide and phenylephrine eye drops (Santen Pharmaceutical, Japan). The recording electrodes of gold loops were placed on the cornea. The reference electrodes and grounding electrodes of gold needles were inserted subcutaneously into angulus oculi and tail respectively. We obtained flash recordings at the light intensities of −2.5, −0.5, −0.02, 0.5 and 2.5 log (cd*s/m^2^) using Reti-scan system (Roland Consult, Germany). Waves measured at 2.5 log10 (cd*s/m^2^) were presented. The fERG procedures were performed under the environment of dim red light. The amplitudes of a-wave and b-wave were analyzed among groups.

Scotopic threshold responses (STRs) were elicited using a −4.5 log10 (cd*s/m^2^) stimulus using Reti-scan system (Roland Consult) as described previously (Holcombe et al., 2008). Thirty flashes with an interstimulus interval of 2s were averaged. Amplitudes of the positive STR (pSTR) and negative STR (nSTR) were measured for about 140 and 220 ms after the stimulus flash, respectively.

For photopic negative response (PhNR) analysis, flash strength was 10 log10 (cd*s/m^2^), and 50 responses were averaged for each eye as described previously (Jnawali et al., 2020). The PhNR was measured from baseline to the trough immediately following the b-wave.

### Light/Dark Transition Test

Light/dark transition test was performed as described previously (Chen et al., 2016). The light/dark box consists of one light chamber (45 × 30 × 40 cm) and one dark chamber (15 × 30 × 40 cm), and these two compartments were connected with a door (10 × 10 cm). Mice were maintained in dark environment overnight, and adapted in the dark chamber for 2 min. The door was then opened, and mice were allowed to freely move into the light chamber for 5 min with 300 lux of tungsten filament bulb over the center of the compartment. All of the mice were tested naïve (only one test per mouse). Four paws completely through the door were defined as entering the light chamber. The time of exploratory behavior in the light compartment was analyzed.

### Western Blotting

Eye samples were prepared after mice with euthanized. Retinas were then isolated and homogenized in an ice-cold mixture of RIPA buffer (Beyotime, China) containing protease inhibitor cocktail (Beyotime). Extracts were separated using 12% sodium dodecyl sulfate poly-acrylamide gels and transferred onto polyvinylidene fluoride membranes. Membranes were incubated in TBST (12.5 mM Tris–HCl, pH 7.6, 75 mM NaCl, 0.1% Tween 20) containing 5% fat-free milk for 1 h at room temperature, then transferred into solution containing primary antibodies at 4°C overnight, and probed with indicated secondary antibodies in TBST for 2 h at room temperature. Membranes were exposed on an Odyssey infrared imaging system with the Odyssey Application software V1.2.15 (LI-COR Biosciences, United States). All blots were analyzed by ImageJ (National Institutes of Health, United States). The relative levels of SCF were determined by normalizing against β-actin. The primary antibodies used were as follows: anti-SCF at 1:1000 (Cat# ab64677; Abcam), anti-β-actin at 1:1000 (Cat# ab179467; Abcam). The secondary antibody used was peroxidase-conjugated goat anti-rabbit IgG at 1:2000 (Beyotime).

### Flow Cytometry

Flow cytometry was used to identify c-kit^+^ cells and was performed as described previously (Chen et al., 2016; Chen et al., 2017). Briefly, the retinas were dissociated in PBS containing collagenase I (10 mg/ml) and collagenase II (25 mg/ml, Worthington Biochemical, United States). The dissociated cells were filtered through a 40-μm filter (BD Biosciences, United States) and then blocked with CD32/16 for 15 min at room temperature. Then, the cell suspensions were incubated with c-kit antibody conjugated with APC fluorescence (1:50; Cat# 17-1172-83; eBioscience, Thermo Fisher Scientific, United States) or isotype control (1:50; Cat# 17-4031-82; eBioscience) for 30 min at 4°C. After each procedure, cells were rinsed with staining buffer (eBioscience). Cells were counted using a FACSCalibur Flow Cytometer and at least 10,000 events were collected for each sample and analyzed using FlowJo software (FlowJo, United States).

### Cell Culture

Thec-kit^+^ cells were sorted from retinal cells of postnatal day 1 pups after cultured for one passage by fluorescence-activated cell sorting, then were cultured in medium containing DMEM/F12 medium (Lonza Biologics, United States) supplemented with 10% fetal bovine serum (Thermo Fisher Scientific, United States), 20 ng/ml murine basic fibroblast growth factor (PeproTech, United States), 20 ng/ml murine epidermal growth factor (PeproTech), insulin/transferrin/sodium selenite (1:500; Lonza Biologics), and 10 ng/ml leukemia inhibitor factor (EMD Millipore, United States) as described (Chen et al., 2016). BV2 mouse microglia cells were cultured in high-glucose DMEM supplemented with 10% FBS. For *in vitro* co-culture assay, BV2 microglia cells and c-kit^+^ cells were cultured separately at a density of 1 × 10^5^ cells/well for 6 h, and then treated with 1 μg/ml LPS or 50 ng/ml SCF respectively for 24 h. The LPS-treated BV2 cells were seeded on 24-well cell culture inserts, and co-cultured with SCF-treated C-Kit^+^ cells seeded in the lower chamber (EMD Millipore) at a density of 10^3^–10^5^ per well for 24 and 48 h. Monocultures of microglia with or without LPS treatment were served as controls. All of the cultures were maintained under consistent and equivalent conditions. The experiments were performed in triplicate, and each result represents the mean of three independent experiments.

### Gene Functional Annotation Analysis

For transcriptome analysis, total retinal cells were incubated in RNAiso Plus (Takara, Japan) at a concentration of 2 × 10^6^ cells/ml and stored at −80°C. All samples were transported to the Genomics Institute on dry ice for the transcriptome study. The mRNA sample was enriched using oligo (dT) magnetic beads and fragmented into short fragments using fragmentation buffer. The corresponding cDNA libraries were produced and qualified using an Agilent 2100 Bioanalyzer and an ABI StepOnePlus Real-Time PCR System. Primary raw reads produced by HiSeq 4000 (Illumina, United States) were qualified and filtered to obtain clean reads. A heatmap analysis of gene expression levels were created based on the averaged fragments per kilobase of exon per million fragments mapped (FPKM) values of genes. Genes with fold change ≥2 and adjusted *p* values ≤0.001 were considered as the differentially expressed genes (DEGs). Annotation analysis of Gene Ontology (GO) was performed to determine the on-going biological process. RNA-seq data were deposited in the Gene Expression Omnibus (GSE192458).

### RNA Isolation and Real-time Quantitative Polymerase Chain Reaction (PCR)

Total RNA was purified using TRIzol reagent (Invitrogen, United States) followed by chloroform extraction. After reverse transcription performed using the PrimeScriptTM RT reagent kit with gDNA Eraser (Takara, Japan), real-time qPCR reactions were performed using a CFX96 Real-time qPCR System (Bio-Rad, United States) using SYBR^®^ Premix Ex TaqTM II (Takara) to measure the expression of various genes. The level of *GAPDH* mRNA expression was used to normalize differences in the levels among different transcripts. The primers used are listed in Supplementary Table S1.

### Statistical Analysis

All statistical differences were performed on SPSS 23.0 by one-way ANOVA test among comparisons groups. Data are presented as mean ± standard deviation (SD). Differences were considered as significant at *p* < 0.05.

## Results

### Increased Number of C-Kit^+^ Cells in NMDA-Treated Mice

C-kit, also known as CD117, is a type III receptor tyrosine kinase expressed in various types of stem cells, such as hematopoietic stem cells (Edling and Hallberg, 2007; Lennartsson and Ronnstrand, 2012). C-kit^+^ RPCs transplantation has been demonstrated as a potential strategy to improve vision and delay retinal degeneration. We have previously identified a population of c-kit^+^ RPCs in the retinas of both postnatal and adult mice (Chen et al., 2016; Chen et al., 2017). Further, in c-kit-Cre LacZ mice, the expression of β-galactosidase was restricted to RGCs and amacrine cells in the retina, suggesting these c-kit^+^ cells may differentiate into retinal neurons (Harada et al., 2011). However, the biological significance of these endogenous c-kit^+^ RPCs in the degenerative retina remains unclear. To elucidate this issue, we examined the distribution and abundance of c-kit^+^ cells in retina of the retinal degeneration mice model generated by NMDA injection. Consistent with previous reports**,** administration of NMDA led to a loss of RGCs and a decrease in the thickness of the inner plexiform layer (IPL), both of which are typical symptoms of retinal degeneration (Figures 1A–C).

**FIGURE 1:**
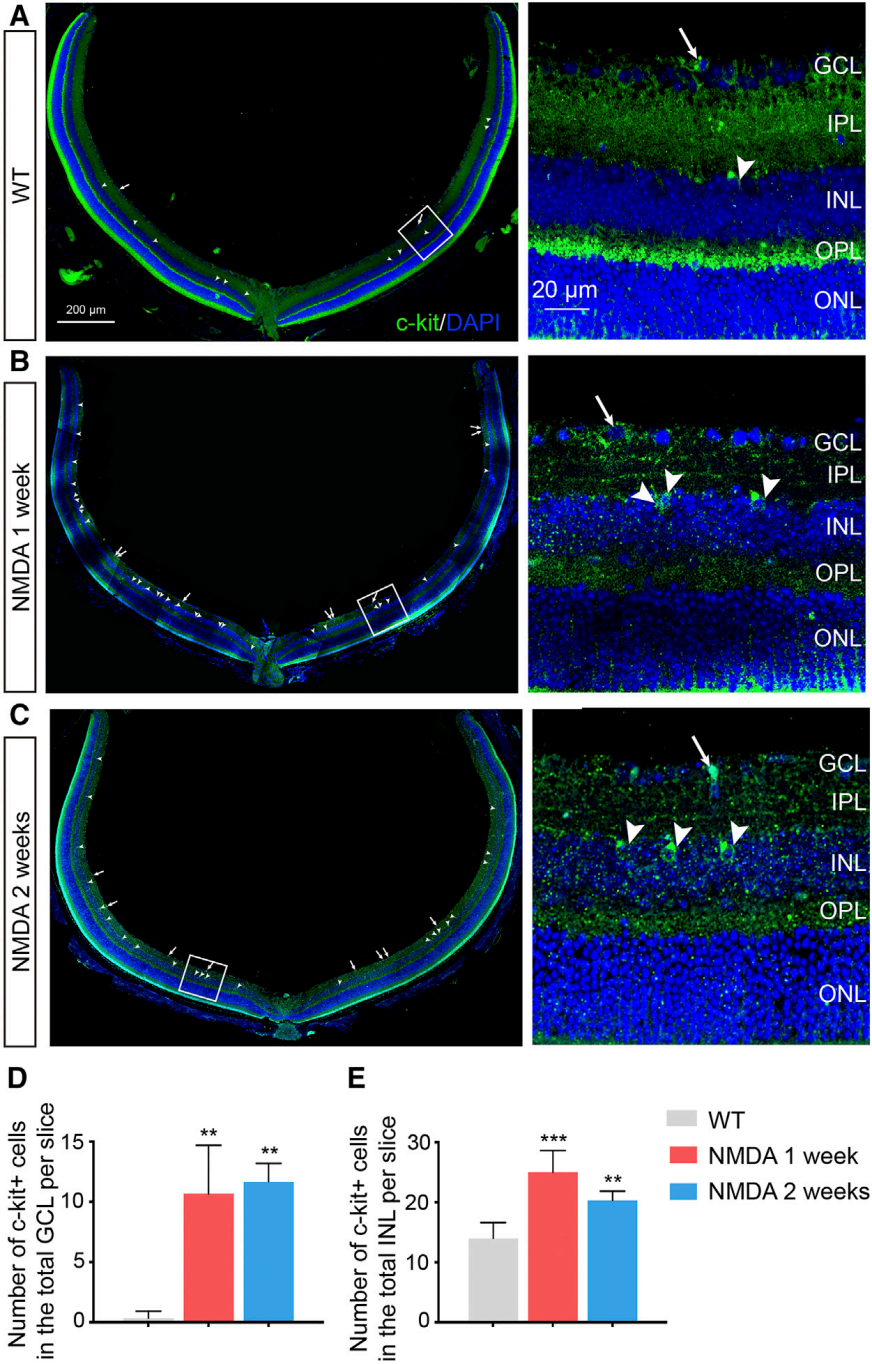
Increased Number of C-kit^+^ Cells in NMDA-treated Mice. **(A–C)** Representative images of c-kit^+^ cell staining (green) in retinas of indicated mice with NMDA exposure. Area in the white boxes **(A** **–** **C)** was shown at higher magnification and displayed to the right. White arrow, the c-kit^+^ cell body in the retinal ganglion cell layer (GCL); white arrowhead, the c-kit^+^ cell body in the inner nuclear layer (INL). DAPI, 4′, 6-Diamino-2-Phenylendole; ONL, outer nuclear layer. Scale bars represented 200 μm of left panel, 20 μm of right panel. **(D,E)** The total number of c-kit^+^ cells in the GCL **(D)** and INL **(E)** were then quantitated and plotted as the mean ± SD per slice. *n* ≥ 3 for each time point, *p < 0.05 vs WT, **p < 0.01, ***p < 0.001.

We next examined the distribution and abundance of c-kit^+^ cells in retina of these retinal degeneration mice by immunohistochemistry. The morphology and distribution of c-kit^+^ cells were not markedly affected by NMDA treatment (Figures 1A–C). However, an increase in the number of c-kit^+^ cells in both retinal ganglion cell layer (GCL) and inner nuclear layer (INL) were observed in retinas after 1 week post NMDA challenge, compared with that in the wild-type (WT) retinas, and the effect was sustained for at least 2 weeks (*p* < 0.05; Figures 1D,E). These data confirmed that c-kit^+^ cells indeed existed in both GCL and INL in the retina.

The tissue was dissociated into single cell suspensions, and the presence of c-kit^+^ cells was established by flow cytometry (Supplementary Figure S1). Consistent with the results by immunofluorescence staining, the percentages of c-kit^+^ cells in the entire retina were notably higher after NMDA treatment (*p* < 0.001), especially 1 week post NMDA challenge. The increased number of c-kit^+^ cells in the retina of NMDA-treated mice suggested that these cells might be involved in retinal degeneration process.

### The Expression of SCF Was Downregulated After NMDA Treatment

C-kit can be activated by its ligand stem cell factor (SCF), a growth factor that exists as a soluble or membrane-bound form (Cardoso et al., 2017). The functional SCF/c-kit signaling is critical for the survival and development of stem cells in hematopoiesis, pigmentation and reproduction (Lennartsson et al., 2005). We thus examined the expression of SCF in mouse retinas. In the retina of WT mice, SCF-expressing cells were mainly localized in INL as well as inner limiting membrane, adjacent to c-kit^+^ cells (Figure 2A). These SCF-positive cells can also express glutamine synthetase (GS), a marker of Müller cells, suggesting that in the INL, Müller cells act as an endogenous source of SCF. Also, the gap junction protein Connexin 43 (Cx43) was distributed between c-kit^+^ cells and SCF-expressing Müller cells (Supplementary Figure S2).

**FIGURE 2:**
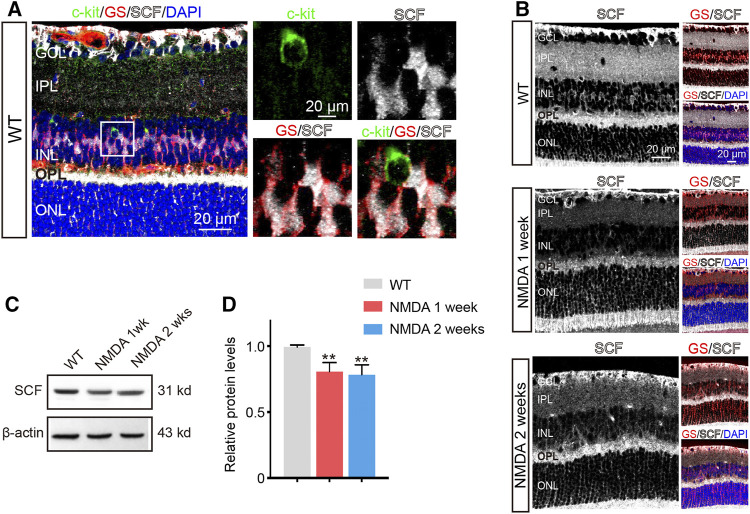
The Expression of SCF was Downregulated after NMDA Treatment. **(A)** c-kit-positive cells (green), glutamine synthetase (GS)-positive cells (red) and SCF-positive cells (white) located in the inner nuclear layer (INL). The white box in left panel was shown at higher magnification in right panels. **(B)** Immunofluorescence staining of SCF (white) and GS (red) in the retinas of WT and NMDA-treated mice. Scale bars represented 20 μm. **(C,D)** The expression of SCF were analyzed by Western blotting analysis **(C)** and quantitated by ImageJ and plotted as the mean expression ± SD (*n* = 3 eyes/group, **p < 0.01 vs WT) **(D)**. The level of SCF was corrected for β-actin loading control and normalized to the levels of control cells.

As NMDA challenge influenced the abundance of c-kit^+^ cells, we then examined the expression of SCF in retinas with NDMA stimulation. Comparing to WT mice, the expression of SCF in retinas was downregulated after NMDA exposure, obtained by immunofluorescence and Western blot analysis (Figures 2B–D), and also confirmed by real-time qPCR (Supplementary Figure S3). Together with the previous observation showing the increased number of c-kit^+^ cells (Figures 1D,E), these data indicated that the insufficient activation of SCF/c-kit signaling may be involved in the progression of NMDA-induced retinal degeneration.

### Exogenous SCF Treatment Improved Visual Function of NMDA-Treated Mice

In view of the decreased SCF expression and increased number of c-kit^+^ cells in the NMDA-induced degenerative retinas, we wondered whether exogenous SCF supplementation can compromise the retinal degeneration and improve the vision function. To do so, recombinant SCF (50 ng/μl) was intravitreally administrated at 2 days post NMDA injection, while control group received same amount of PBS or c-kit inhibitor (ic-kit, 50 ng/μl) at the same timepoint after NMDA damage, respectively (Figure 3A).

**FIGURE 3:**
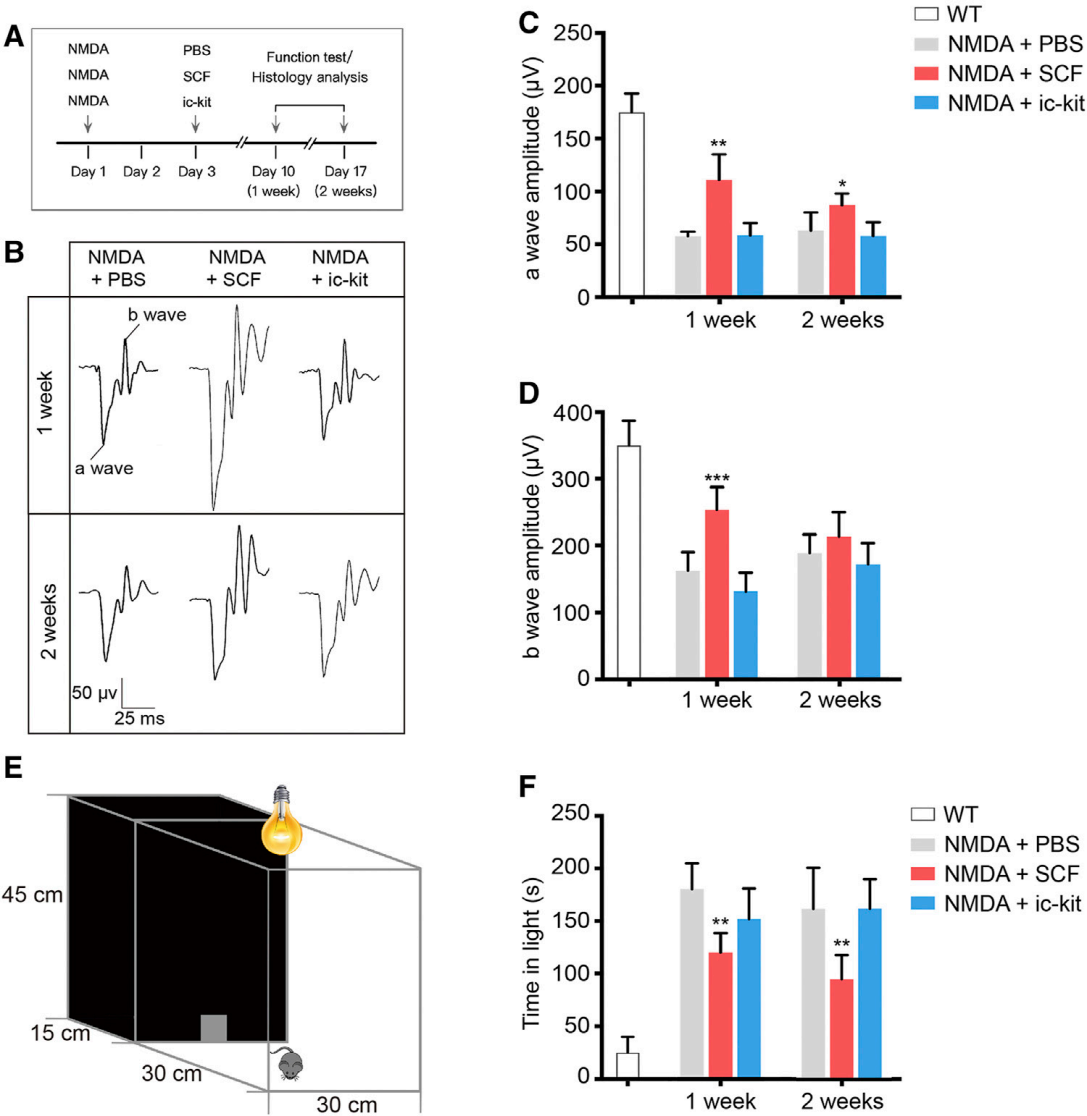
Exogenous SCF Treatment Improved Visual Function of NMDA-treated Mice. **(A)** Scheme of time points for intravitreal injections, function test and histology analysis. **(B)** Representative waves of three groups of mice measured through flash electroretinogram (fERG) tests at 2.5 log(cd*s/m^2^). **(C,D)** Statistical analysis of the amplitudes of fERG a-wave **(C)** and b-wave **(D)** in the indicated groups. **(E)** Diagram showing the setup of the light/dark transition test. **(F)** Time spent in the light compartment was recorded. Data were shown as the mean ± SD (*n* ≥ 5 for each time point). *p < 0.05, **p < 0.01, ***p < 0.001, compared with NMDA + PBS controls.

To detect the retinal function of indicated mice, we performed flash electroretinogram (fERG) and the light/dark transition tests at 1- and 2-week post SCF administration (Figure 3). Mice receiving SCF showed markedly increased amplitudes of both the a-wave (Figures 3B,C) and b-wave (Figures 3B,D) at 0.5 log10 (cd*s/m^2^; the data for the other light intensity not shown), compared with PBS and ic-kit groups. Moreover, in the light/dark transition test (Figure 3E), mice receiving SCF injection for 1 and 2 weeks showed a behavioral aversion to light, and spent less time in the light chamber (Figure 3F), indicating that exogenous SCF improved retinal function of NMDA-treated mice.

Microglia are considered as the major source of pro-inflammatory factors that contribute to retinal degeneration. Here we found that the activation of microglia has also been downregulated by SCF supplementation (Figure 4). Based on the results of Iba1 staining, reactive microglia were mainly distributed in the GCL, IPL and outer plexiform layer (OPL) in NMDA-treated retina (Figure 4A). However, in SCF-treated group, the number of activated microglia were significantly decreased, compared with control groups (*p* < 0.05; Figure 4B). The morphology change is another key feature for microglia activation, we thus quantified the microglia morphology using a grid cross-counting system as reported previously (Luckoff et al., 2016; Luckoff et al., 2017; Bian et al., 2020). By counting the grid-crossed points of Iba1^+^ cells, we found that SCF treatment markedly compromise the activation of the microglia. Moreover, the histogram data demonstrated that the microglia in the SCF-treated group mainly showed ramified shapes, while most microglia in the control group adopt an amoeboid morphology (Figure 4C). Also, it was demonstrated that SCF stimulated c-kit^+^ cells inhibited proliferation and pro-inflammatory factors expression of microglia *in vitro* (Supplementary Figure S4). Taken together, these data demonstrated that exogenous SCF treatment can inhibit the hyperactivation of microglia in the NMDA-treated retina, and thus improve the visual function.

**FIGURE 4:**
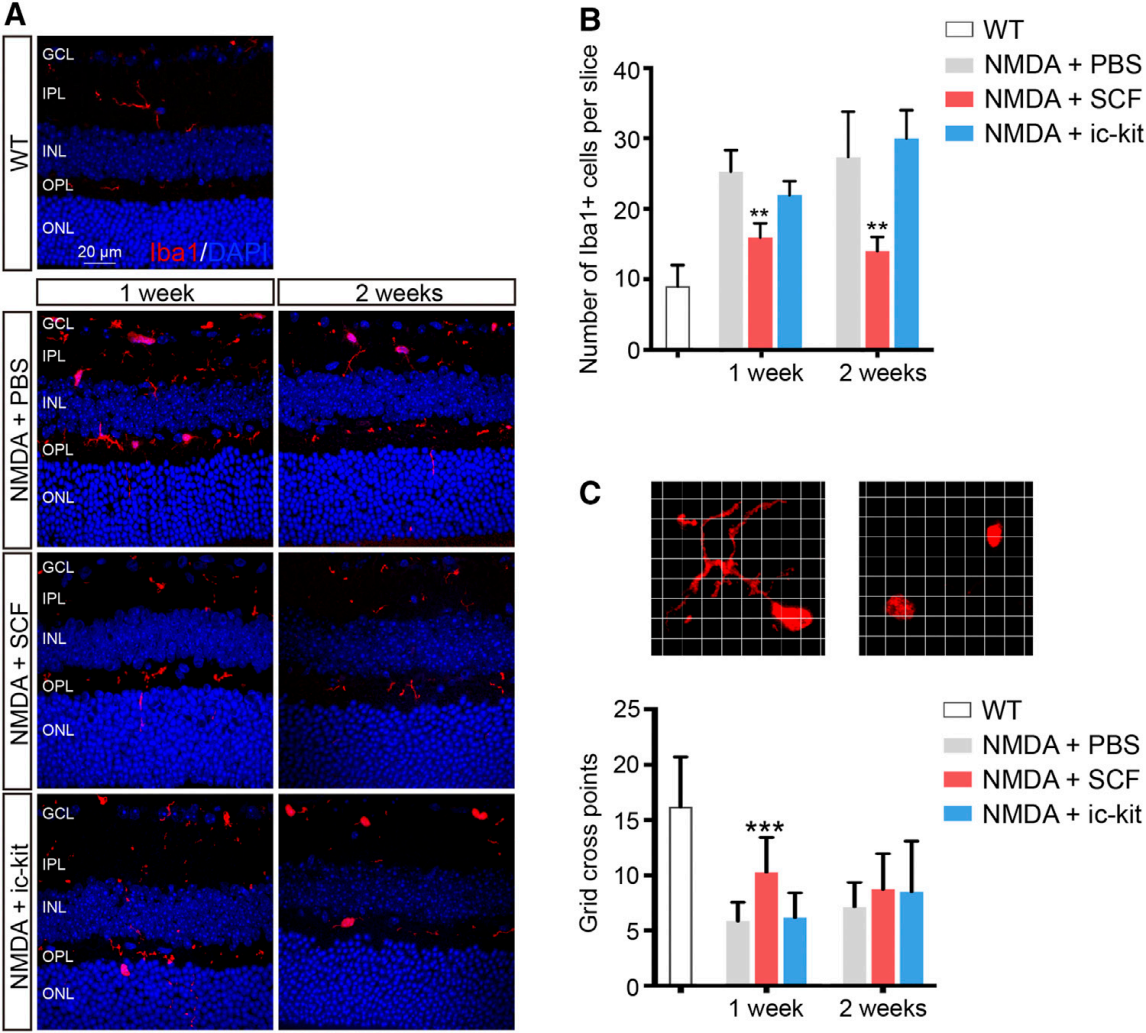
Activation of Microglia was Suppressed by SCF Supplementation. **(A)** Immunofluorescence detection of the morphology and distribution proportion of Iba1^+^ cells (red) in indicated mice. Scale bars represented 20 μm. **(B)** Number of Iba1^+^ cells were quantitated in each group (*n* ≥ 5 for each time point). **(C)** Representative images of ramified (left panel) or ameboid-like (right panel) Iba1^+^ microglia in grid crossing of each grid with a side length of 3 μm. Statistical analysis of the grid-crossing points per microglia (*n* ≥ 21 per group). The data were shown as mean ± SD. **p < 0.01, ***p < 0.001, compared with NMDA + PBS controls.

### SCF Supplementation Compensated for the Loss of RGCs in NMDA-Treated Mice

The loss of RGCs, which can trigger the activation of microglia, is the leading cause of visual impairment in NMDA-induced retinal degeneration (Niwa et al., 2016). Since SCF supplementation can improve the NMDA-induce retinal degeneration, we then examined the protective role of SCF on RGCs. Both morphologic and functional assessments for RGCs were performed. As shown in Figures 5A,B and Supplementary Figure S5, the number of RGCs (indicated as Calretinin^+^ cells and NeuN^+^ cells) was markedly decreased after NMDA exposure. In line with previously observation (Figure 3), SCF treatment indeed attenuated the loss of RGCs. Further, we found that the administration of SCF increased the proportion of c-kit^+^ cells in GCL (Supplementary Figure S6). The majority of the increased RGCs also expressed c-kit (Figure 5C), indicating that after SCF treatment, c-kit^+^ cells may compensate for the loss of RGCs in NMDA mice.

**FIGURE 5:**
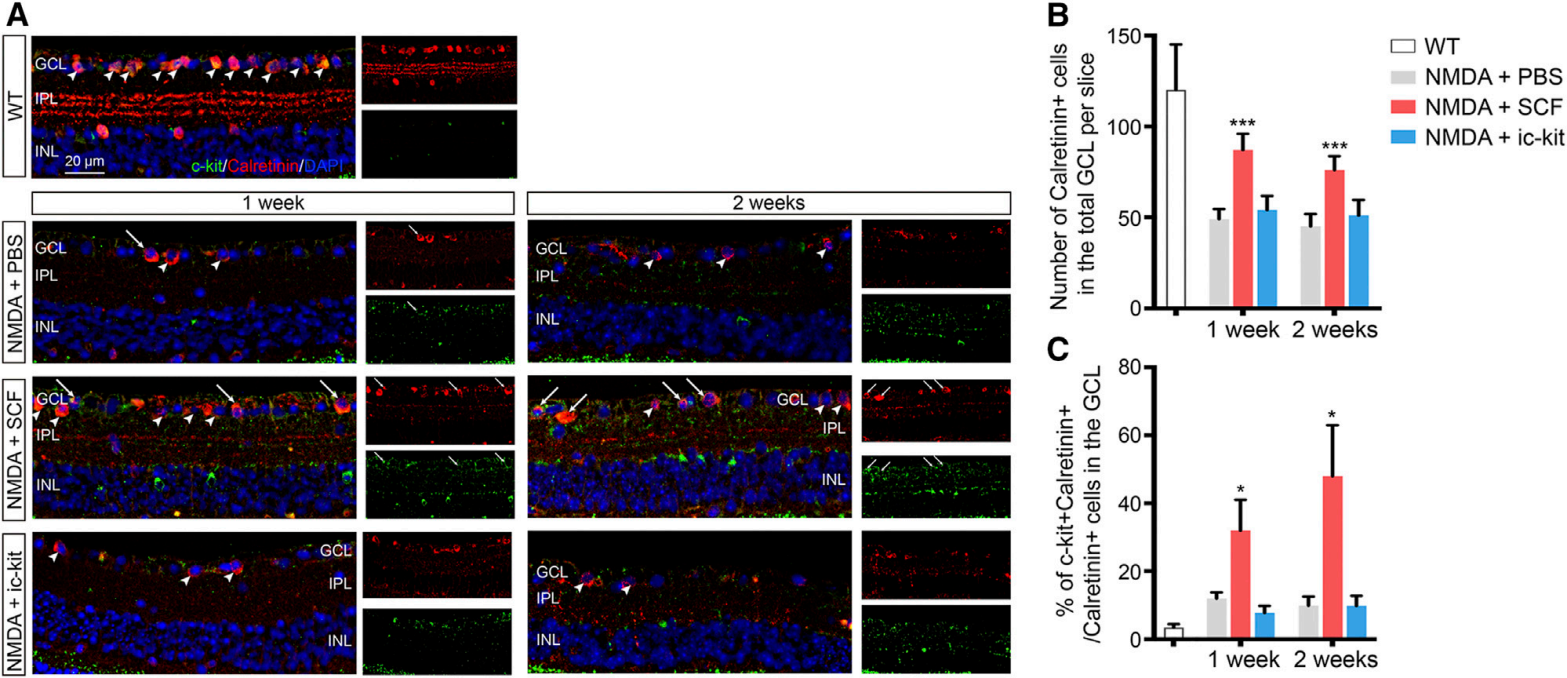
SCF Treatment Compensated for the Loss of RGCs in NMDA-treated Mice. **(A)** Immunofluorescence detection of Calretinin^+^ RGCs (red) in the GCL of indicated mice. Scale bars represented 20 μm. **(B)** Statistical analysis of the number of Calretinin^+^ RGCs in indicated groups. **(C)** Statistical analysis of the ratio of c-kit^+^ cells in Calretinin^+^ RGCs in indicated groups. Data were shown as mean ± SD (*n* ≥ 5 for each time point). *p < 0.05, **p < 0.01, ***p < 0.001, compared with NMDA + PBS controls.

We next examined the function of RGCs using specialized fERG. By comparing the ERG amplitudes recorded obtained from indicated groups, we found a significant increase in the pSTR of SCF-treated mice at 1- and 2-week post treatment (*p* < 0.05; Figures 6A–C). Compared to the control eyes, the PhNR amplitudes in the SCF-injected eyes were consistently increased, and stayed negative for at least 2 weeks (*p* < 0.05; Figures 6D,E). Taken together, these data demonstrated that exogenous SCF supplementation protected RGCs from NMDA-induced cell death, therefore delayed the progression of the retinal degeneration.

**FIGURE 6:**
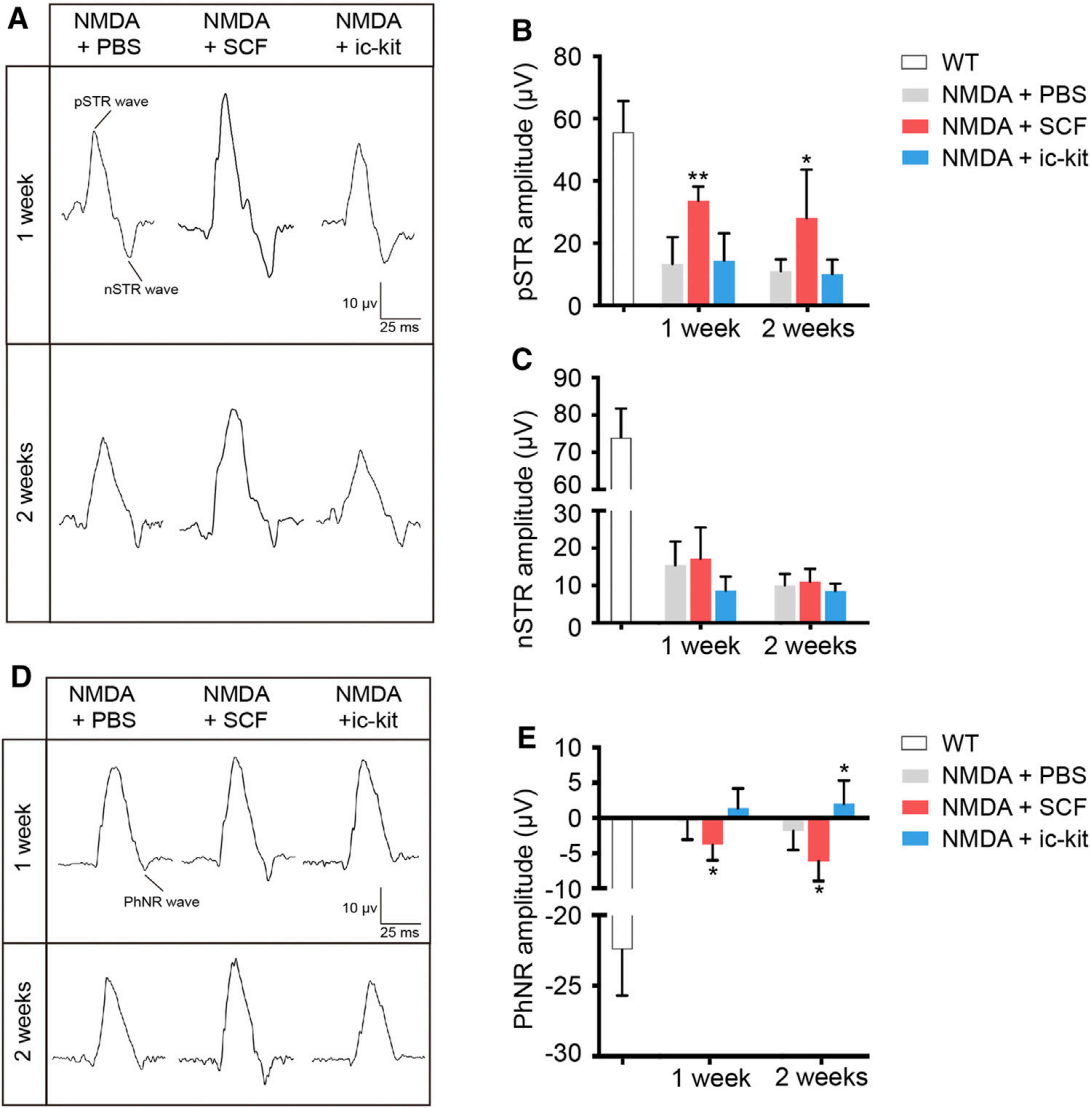
SCF Treatment Maintained the Function of RGCs in NMDA-treated Mice. **(A)** Specialized fERG tests for detecting the function of RGCs were performed at designed timepoints. Representative waves of positive scotopic threshold responses (pSTR) and negative STR (nSTR) in these groups. **(B,C)** Amplitudes of pSTR **(B)** and nSTR **(C)** were compared among groups. **(D)** Representative waves of photopic negative response (PhNR). **(E)** Statistical analysis of PhNR amplitudes among groups. Data were shown as mean ± SD (*n* = 5 for each time point). *p < 0.05, **p < 0.01, compared with the control group (NMDA + PBS).

### RNA-Seq Reveals the Involvement of Key Genes for SCF Treatment

We next investigated the mechanism underlying the protective role of SCF/c-kit signaling on retinal degeneration. To do so, we employed a parallel transcriptome analysis by RNA sequencing. 

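RNA-seq was performed on 3 retinal libraries of the NMDA + SCF group and 3 of the NMDA + PBS group. The paper's text does not give the number of mice behind a library. NMDA, an agonist of glutamate receptors that damages retinal ganglion cells, was injected into the vitreous (2 μl, 100 mM), and 2 μl of SCF (stem cell factor, the ligand of c-kit, 50 ng/μl) or PBS followed 2 days later. Retinas were collected 1 week after that injection. The paper gives the age of the mice as 4 weeks at the start, and the sample labels give 5 weeks. The authors enriched mRNA with oligo (dT) beads, sequenced it on an Illumina HiSeq and filtered the reads. The clean reads numbered 44925938, 46949578 and 48783182 in NMDA + PBS replicates 1, 2 and 3, and 48498182, 48321764 and 46328716 in NMDA + SCF replicates 1, 2 and 3. The authors deposited FPKM values (fragments scaled to transcript length and library size) for single transcripts, without replicates pooled. For the differentially expressed genes (DEGs) the paper's text gives the thresholds and names no aligner or annotation. Its statistics section names one-way ANOVA for all statistical differences, and does not say whether that holds for the adjusted p of the DEGs. Multiplied by the transcript's length, between 98.3 and 98.4% of the values above 0 in a library were whole multiples of the value of 1 fragment. The totals this gives were 3404290, 3977065 and 4440537 counted fragments in NMDA + PBS replicates 1, 2 and 3, and 3426321, 3479942 and 3458514 in NMDA + SCF replicates 1, 2 and 3, which is 14.1 to 18.2% of the clean read pairs. Why the other pairs were not counted is not known from the files, so values of 0, floors and lower bounds refer to counted fragments only.
The files use 2 lists of transcripts. List A was used for NMDA + PBS replicate 1 and all 3 NMDA + SCF libraries. List B was used for NMDA + PBS replicates 2 and 3. There were 7529 Ensembl transcripts in list A only and 8966 in list B only. The 46933 Ensembl transcripts in both lists were summed per gene. Transcripts left out of either list, among them protein-coding transcripts of some genes, do not enter these sums. A value of 0 was therefore read only as a gene listed at 0. The libraries were compared on log2(FPKM + 1) with limma, and fold changes are on that scale, which understates the change of genes with low values. The first principal component held 59.6% of the variance and separated the libraries by list, with NMDA + PBS replicate 1 at 34.7, the NMDA + SCF libraries between 38.2 and 43.3, and NMDA + PBS replicates 2 and 3 at -66.3 and -90.0. The correlation of NMDA + PBS replicate 1 with the 3 NMDA + SCF libraries, across genes, was between 0.949 and 0.951, and with NMDA + PBS replicates 2 and 3 it was 0.890 and 0.868, where genes are not independent replicates. Since list B holds NMDA + PBS libraries only and list A holds 1 of them, a comparison within list A has 1 control library and no test.

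**Figure D1:**
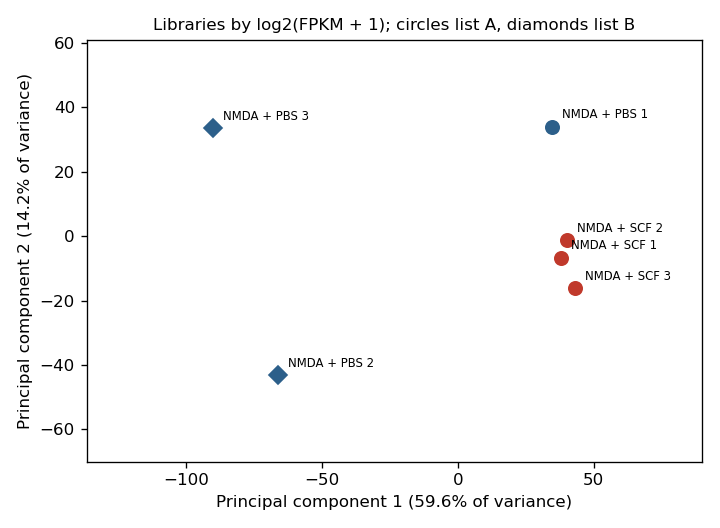
Principal components 1 and 2 of log2(FPKM + 1) over genes with a mean FPKM of at least 1, for the 3 NMDA + PBS (blue) and 3 NMDA + SCF (red) libraries. Circles mark libraries with transcript list A and diamonds those with list B, and NMDA + PBS replicate 1 lies at 34.7 on component 1, beside the NMDA + SCF libraries.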

Retinal cells from SCF-treated mice after 1 week were isolated as described previously (Chen et al., 2017). 

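Of the 25202 genes with a value above 0 in at least 1 of the 6 libraries, 0 had a fold change of at least 2 with an adjusted p of at most 0.001 between NMDA + SCF and NMDA + PBS (limma, Benjamini-Hochberg adjustment), and 0 had an adjusted p of at most 0.05 at any fold change. An unadjusted p of at most 0.05 was found for 2324 genes, where evenly spread p values would give 1260, and 1017 of the 2324 genes had a fold change of at least 2. Of the alternatives, this threshold moved the number of calls most. Other splits of the 6 libraries into 3 and 3 gave 1605 to 2122 genes with the list B libraries together. With those libraries parted they gave 583 to 970, so 1260 is not the chance level in these libraries. The 2324 genes at an unadjusted p of 0.05 became 4404 without NMDA + PBS replicate 1, and 1430, 1320 and 1214 without NMDA + SCF replicates 1, 2 and 3, the last below 1260. Leaving out NMDA + PBS replicate 1 also gave 55 genes past a fold change of 2 and an adjusted p of 0.001. In that fit all remaining NMDA + PBS libraries have transcript list B and all NMDA + SCF libraries have list A. Each of the other 5 fits that left out 1 library called 0 genes. A term for the transcript list leaves NMDA + PBS replicate 1 as the only control library, so its calls are not given.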

A total of 359 genes were found to be differentially expressed in retinas from NMDA-treated mice with 1-week SCF treatment, compared with the cells derived from time-matched control retinas (NMDA plus PBS). 

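Among the 1017 genes with a fold change of at least 2 and an unadjusted p of at most 0.05 in limma, 355 were higher and 662 were lower in NMDA + SCF. At an unadjusted p of at most 0.001 there were 30 such genes, of which 9 were higher and 21 lower. At that threshold the fits without NMDA + SCF replicates 1, 2 and 3 gave 12, 29 and 11 higher genes, and 2 lower genes each. Lower genes stayed in excess without NMDA + PBS replicate 1 (182 higher, 465 lower), replicate 2 (4 and 35) or replicate 3 (3 and 21). Leaving out NMDA + PBS replicate 1 raised the 1017 genes to 1904, and leaving out any of the other libraries lowered them, to between 313 without NMDA + PBS replicate 3 and 631 without NMDA + PBS replicate 2. Among these fits, only the one without NMDA + PBS replicate 2 had more higher than lower genes (344 and 287).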

The 359 differentially expressed genes (DEGs) included 287 upregulated genes and 72 downregulated genes (Figure 7A).

**FIGURE 7:**
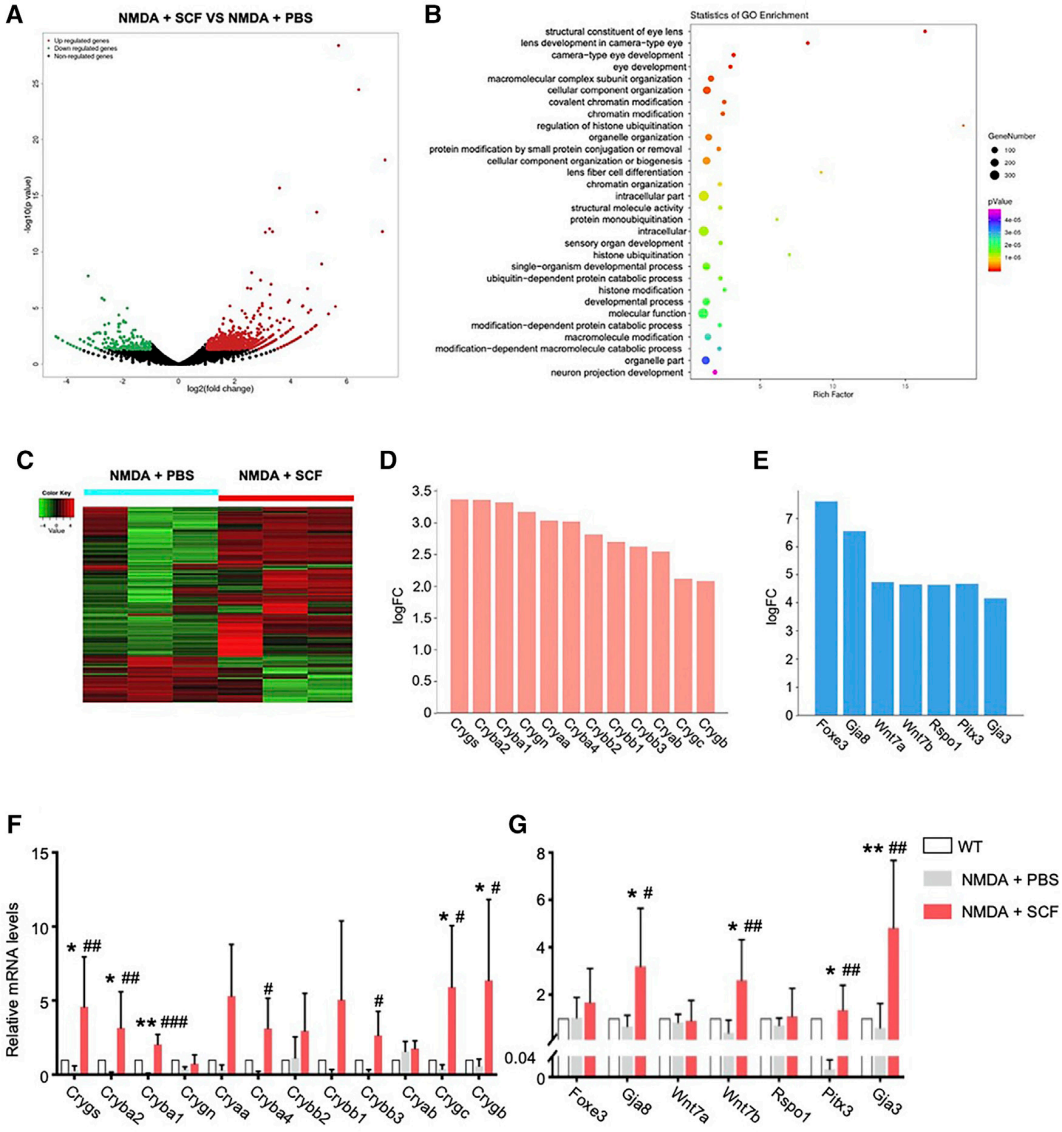
RNA-seq Revealed the Involvement of Key Genes for SCF Treatment. **(A)** Volcano plot of differentially expressed genes (DEGs) in SCF group compared with controls after 1 week treatment. **(B)** Gene Ontology (GO) analysis showing the enriched gene functions of SCF group versus control group. **(C)** Heatmap analysis showing DEGs in indicated groups. The relative abundance of each genus was indicated by a gradient of color from green (low abundance) to red (high abundance). **(D)** Crystallins family members were significantly up-regulated in SCF treated retinas. **(E)** Among top10 DEGs in SCF exposed mice, several neuro-protective factors were up-regulated, including Wnt7 related genes, *Foxe3/Pitx3*, and gap junction protein coding genes *Gja8*/*Gja3*. **(F)** Real-time qPCR analysis showing relative mRNA expression for the Crystallins family members among WT, NMDA +PBS and NMDA + SCF treated mice after 1 week. **(G)** Real-time qPCR analysis confirming the expression for the genes highly expressed in RNA-seq analysis. Data were shown as mean ± SD (*n* = 5 for each time point). *p < 0.05, **p < 0.01, compared with WT mice, #*p* < 0.05, ##*p* < 0.01, ###*p* < 0.001, compared with the NMDA + PBS group.

We then utilized the GO classification to analyzed the enriched pathways that were induced by SCF treatment. Accordingly, 359 DEGs identified in the present study were categorized into 14 functional groups (*p* < 0.00001). In the molecular function and biological process of GO classification categories, 1 and 13 functional groups were identified, respectively (Supplementary Table S2). 

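Supplementary Table S2 gives, for each GO term, the genes the paper entered with their direction in the SCF group. It names 223 genes over 14 terms, and 218 of them had a value above 0 in transcripts of both lists. The number of input genes given in the table is larger than the paper's number of DEGs, so the genes in it are not shown to be those DEGs. Of the 218 genes, 108 changed in the direction the table gives in the comparison of all 6 libraries. The share differed between terms. Under structural constituent of eye lens all 11 genes were higher in NMDA + SCF, as the table gives, and under lens development in camera-type eye 14 of 15 genes had the table's direction. Under chromatin modification 14 of 34 genes had it, and under organelle organization 53 of 123. None of the genes of any term passed a fold change of 2 with an adjusted p of at most 0.05 (0 genes, limma). With a fold change of 2 and an unadjusted p of at most 0.05 there were 7 genes under structural constituent of eye lens and 22 of 183 under cellular component organization. For the 199 genes outside the lens terms and lens lists, the table's direction was found for 138 against NMDA + PBS replicate 1, which shares transcript list A with the NMDA + SCF libraries, and for 78 against NMDA + PBS replicates 2 and 3.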

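The genes that Supplementary Table S2 lists under structural constituent of eye lens are Crygn, Crybb2, Cryba2, Crygs, Lim2, Cryaa, Crybb3, Mip, Bfsp2, Crygb and Crygd. The paper chose these 11 genes on the same libraries, so a test of them as a set is not independent evidence. Their median log2 fold change was 2.63 in NMDA + SCF against NMDA + PBS. It was also 2.63 with Lim2 and Crygd, which had at most 1 fragment in an NMDA + PBS library, at the lower bounds that a floor of 3 fragments gives, neither of which exceeds the floor without NMDA + SCF replicate 3. The set passed 0.05 in limma's camera test with a preset correlation between genes of 0.01, and an exact permutation over the 10 splits of the 6 libraries gave a camera p as small in 3 of them. The call did not hold in limma's fry test or with the correlation estimated from the libraries. With 1 library left out in turn, the median log2 fold change lay between 1.86, without NMDA + SCF replicate 3, and 3.51, without NMDA + SCF replicate 2. With the transcript list as a term, which compares with NMDA + PBS replicate 1 alone, it was 3.09. Mip, which encodes the major intrinsic protein of the lens fiber and lies on chromosome 10 of GRCm38, had FPKM values of 0.411, 0.938 and 9.24 in NMDA + PBS replicates 1, 2 and 3 and of 203.0, 7.10 and 299.1 in NMDA + SCF replicates 1, 2 and 3.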

SCF-treated retinas showed an enrichment in eye development-related pathways, including lens development, camera-type eye development, *etc.* (Figure 7B), suggesting SCF stimulated c-kit^+^ cells might contribute to RGC survival and retinal structure reconstruction.

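Of the 12 crystallins in Figure 7D, 10 had a value above 0 in transcripts of both lists. Crybb1 was listed in list A only, and Crygc in neither list. All 10 had a positive fitted log2 fold change in NMDA + SCF, up to 4.82 for Crygs, and 0 of them passed an adjusted p of 0.05 over all genes (smallest adjusted p = 0.536, limma with Benjamini-Hochberg adjustment). Adjusted over the list alone, 1 of the 10 passed 0.05, which is not independent evidence because the paper chose the list on these libraries. Crygs, on chromosome 16 of GRCm38 from 22805203 to 22811577, had FPKM values of 16.6, 121.8 and 149.8 in NMDA + PBS replicates 1, 2 and 3 and of 3273, 354.3 and 6280 in NMDA + SCF replicates 1, 2 and 3. The mean was 96.1 ± 70.2 FPKM (SD, n = 3) in NMDA + PBS and 3302 ± 2963 FPKM (SD, n = 3) in NMDA + SCF. Its log2 fold change was 4.82 (standard error 1.19, adjusted p = 0.536, limma). The groups did not overlap for 2 of the 10 genes, Crygs and Cryba2, both higher in NMDA + SCF, where chance gives no overlap in either direction for 10% of genes (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). For the other 8 the groups overlapped. Cryba1, on chromosome 11 from 77718615 to 77725283, had 3.78, 42.7 and 126.7 FPKM in NMDA + PBS replicates 1, 2 and 3, and 1154, 70.8 and 2255 FPKM in NMDA + SCF replicates 1, 2 and 3. Cryaa, on chromosome 17 from 31677807 to 31681733, was listed at 0 in NMDA + PBS replicates 1 and 2 and had 2.15 FPKM in replicate 3, against 81.0, 0.866 and 100.9 FPKM in NMDA + SCF replicates 1, 2 and 3. Crygb, on chromosome 1 from 65080219 to 65082288, had 2.32, 150.7 and 15.6 FPKM in NMDA + PBS replicates 1, 2 and 3 and 76.4, 192.6 and 1585 FPKM in NMDA + SCF replicates 1, 2 and 3 (log2 fold change 3.82). For Cryab only a transcript with a retained intron was in both lists. It rested on at most 5 fragments per library, with at most 1 in NMDA + PBS. Its mean in NMDA + SCF did not exceed a floor of 3 fragments without NMDA + SCF replicate 1, so no fold is given. Cryba4 was listed at 0 in all NMDA + PBS libraries and had at most 4 fragments in an NMDA + SCF library, and none is given for it either. NMDA + SCF replicates 1 and 3 were the highest libraries for 9 of the 10 crystallins, and replicate 2 lay above all NMDA + PBS libraries for 3 of them. Leaving out NMDA + SCF replicate 2 raised the log2 fold change of Crygs to 6.04, and leaving out NMDA + PBS replicate 1 lowered it to 3.83. With the transcript list as a term, which compares with NMDA + PBS replicate 1 alone, it was 6.79. The γ-crystallins are paralogs, so their fragments could have been split between copies by the authors' counting.

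**Figure D2:**
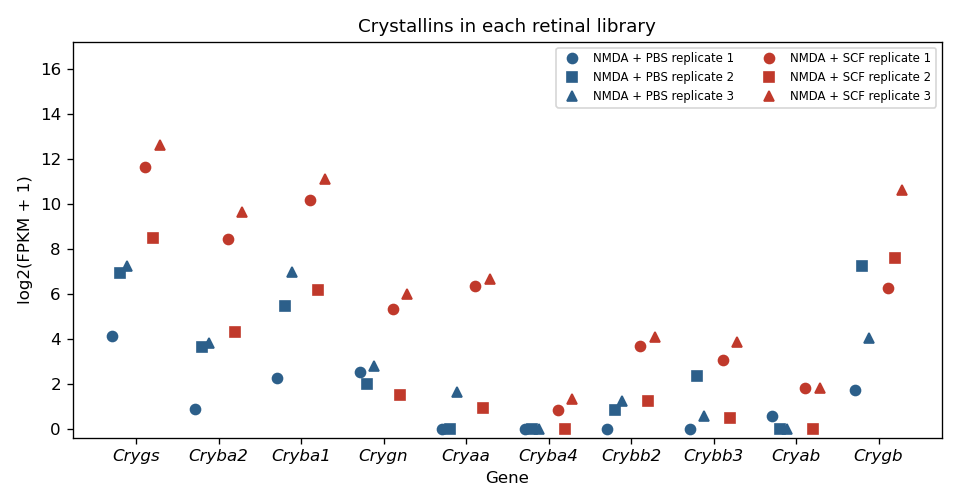
log2(FPKM + 1) of the 10 crystallins of Figure 7D that had a value in transcripts of both lists, one point per library (blue, NMDA + PBS, and red, NMDA + SCF, with circles, squares and triangles for replicates 1, 2 and 3). NMDA + SCF replicates 1 and 3 are the highest points for 9 of the 10 genes, and replicate 2 lies above all NMDA + PBS points for 3.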

To further analyze the DEGs, we found that the expression of multiple members from α, β and γ Crystallins family (*Cryaa*, *Cryab*, *Cryba1*, *Cryba2*, *Crygb*, *etc.*) were significantly up-regulated after SCF stimulation (Figures 7C,D). In addition, a series of factors that promote neuron survival were also significantly up-regulated with SCF exposure. The top10 up-regulated DEGs included *Pitx3*, *Foxe3*, *Gja3*, *Gja8*, *Wnt7a*, *Wnt7b*, *Rspo1*, *etc.* (Figure 7E). 

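Of the 7 genes named, 6 could be compared. For Rspo1 the transcript in both lists was listed at 0 in every library, and a protein-coding transcript in list A only had FPKM values of 0 in NMDA + PBS replicate 1 and of 8.43, 0.313 and 8.04 in NMDA + SCF replicates 1, 2 and 3. The other 6 had positive fitted log2 fold changes, and 0 passed an adjusted p of 0.05 over all genes (smallest adjusted p = 0.536, limma). Adjusted over the list alone, 5 of the 6 passed 0.05, which is not independent evidence. Foxe3, a transcription factor gene on chromosome 4 of GRCm38 from 114925147 to 114926013, was listed at 0 in all 3 NMDA + PBS libraries and had 62.3, 0.331 and 41.7 FPKM in NMDA + SCF replicates 1, 2 and 3. The value in replicate 2 was 1 fragment. Against a floor of 3 fragments, Foxe3 was at least 39.1-fold higher in NMDA + SCF, and at least 23.6-fold higher without NMDA + SCF replicate 1. Pitx3, on chromosome 19 from 46135685 to 46148326, had at most 1 fragment in an NMDA + PBS library, and 8.46, 1.04 and 11.3 FPKM in NMDA + SCF replicates 1, 2 and 3, at least 12.4-fold higher against the same floor. Without NMDA + SCF replicate 3, Pitx3 was at least 8.51-fold higher. Gja3, on chromosome 14 from 57034460 to 57058100, had 0, 0.182 and 1.22 FPKM in NMDA + PBS replicates 1, 2 and 3 and 24.4, 1.56 and 36.2 FPKM in NMDA + SCF replicates 1, 2 and 3. Wnt7a, on chromosome 6 from 91363981 to 91411363, had at most 2 fragments in an NMDA + PBS library and 3.96, 0.362 and 6.02 FPKM in NMDA + SCF replicates 1, 2 and 3, at least 14.2-fold higher. Without NMDA + SCF replicate 3, Wnt7a was at least 8.89-fold higher. Wnt7b, on chromosome 15 from 85535437 to 85582473, was listed at 0 in NMDA + SCF replicate 2 and in the NMDA + PBS libraries, and rested on 8 and 5 fragments in NMDA + SCF replicates 1 and 3. Its mean in NMDA + SCF did not exceed the floor without replicate 1, so no fold is given. With its protein-coding transcripts in list A only added, Wnt7b had 0 FPKM in NMDA + PBS replicate 1. It then had 1.88, 0 and 1.60 FPKM in NMDA + SCF replicates 1, 2 and 3. The fitted fold changes of Foxe3, Pitx3, Wnt7a and Wnt7b depend on the pseudocount of 1. The groups did not overlap for 5 of the 6 genes, all higher in NMDA + SCF, where chance gives no overlap in either direction for 10% of genes, and for all 6 the highest libraries were NMDA + SCF replicates 1 and 3.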

We confirmed these transcriptomic analysis results using qRT-PCR (Figures 7F,G). Taken together, these RNA-seq data revealed a change in the molecular signature of the retina, and suggested that the protective effect of SCF/c-kit pathway on NDMA-induced retinal degeneration may be mediated by both Crystallins and a series of protective factors.

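Over 25 lens genes (crystallins and lens markers with more than 3 fragments in at least 1 library), NMDA + PBS replicates 1, 2 and 3 had 189, 1269 and 1537 fragments, and NMDA + SCF replicates 1, 2 and 3 had 18105, 2025 and 36505 fragments. As a share of all counted fragments, the 3 NMDA + PBS libraries had 0.00555% (95% Wilson interval 0.00481 to 0.00640%), 0.0319% (0.0302 to 0.0337%) and 0.0346% (0.0329 to 0.0364%). The 3 NMDA + SCF libraries had 0.528% (0.521 to 0.536%), 0.0582% (0.0557 to 0.0608%) and 1.06% (1.04 to 1.07%). These intervals cover counting error only. From the upregulated crystallins and factors, the paper proposes that they may mediate the protective effect of the SCF/c-kit pathway. It also reports real-time qPCR of crystallins and factors, whose samples were not analysed here.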

## Discussion

Degenerative retinal disease is one of the leading causes of vision loss, while there are currently a limited number of effective treatments available (Ahmad et al., 2020). Here we found that stimulation of the endogenous c-kit^+^ cells by SCF compromised the NMDA-induced experimental retinal injury. Mechanistically, this effect, associated with the protection of RGCs, was possibly mediated *via* the upregulation of Crystallins and neuron-protective genes such as Pitx3, Foxe3 and Gja3. These finding suggested that applying SCF to stimulate endogenous c-kit^+^ cells would be an effective strategy for retina therapy.

Despite the controversy regarding the role of c-kit^+^ cardiac stem cells in the heart, various tissue-specific progenitor cells do express c-kit, and can facilitate the tissue regeneration in response to SCF stimulation. Activation of SCF/c-kit signaling in the progenitor cell niche stimulates several pathways mediating proliferation, survival, and migration (Stankov et al., 2014). We have previously identified a population of c-kit^+^ RPCs in retinas of postnatal mice. Both photoreceptors in the outer nuclear layer, and retinal neurons and Müller cells in the INL are the progeny of c-kit^+^ cells *in vivo* (Chen et al., 2017). Further, we have demonstrated that subretinal transplantation of c-kit^+^ cells, either isolated from newborn mice retinas or human embryonic stem cell-derived retinal organoids, can improve the visual function in retinal degeneration mice (Chen et al., 2016; Zou et al., 2019). Both of these findings suggest the protective role of c-kit^+^ cells in the degenerative retinal diseases. Intriguingly, we also found that c-kit expression persisted at low levels in retinas of adult mice, up to 57 weeks of age (Chen et al., 2017). However, whether SCF/c-kit signaling in the retina of adult mice can also facilitate the restoration of the retinal function remains unclear. In the present study, we found that in degenerative retinas, the proportion of c-kit^+^ cells increased, while the expression of c-kit ligand SCF decreased. After supplementing SCF exogenously, the NMDA-induced RGC loss was alleviated, and reductions in visual function after NMDA treatment were ameliorated, suggesting that the SCF/c-kit signaling contributes to the tissue homeostasis in the mice retinas. When the proliferating cells labeled by proliferating cell nuclear antigen (PCNA), we did not spot proliferating cells in GCL (c-kit^+^ cells or other RGCs). Very few of c-kit^+^ cells in INL were marked by PCNA, indicating low level of proliferating c-kit^+^ cells in INL. Above all, we speculated that SCF treatment might attenuate the loss of RGC, instead of c-kit^+^ cells proliferating and differentiating into new RGC. In the future research, tracing the changes of RGC through lineage tracing animal models may help us to better identify the origin of RGC.

Müller cells can interact with neurons, and are responsible for the maintenance of the homeostasis of the retina. In the present study, we found that the endogenous SCF was mainly derived from Müller cells. Intriguingly, we found that Cx43 was distributed between c-kit^+^ cells and SCF-expressing Müller cells, suggesting physical connection between these cells may exist. In the retina, Cx43 is expressed within the perivascular endfeet of astrocytes, Müller cells, retinal pigment epithelium and some neurons, and has been functionally associated with vascular regulation (Gonzalez-Casanova et al., 2021). The regulatory role of Cx43 in the endogenous SCF/c-kit signaling pathway has not been fully explored. Further investigation is needed to demonstrate the mechanisms and functional significances underlying these interactions.

Neuro-protective strategies could be promising to promote cell survival and prevent retinal neuron death (Pardue and Allen, 2018). Neuroprotective factors, including BDNF, ciliary neurotrophic factor, etc., have considerable potential to act as a powerful neuroprotective agent (Du et al., 2020; Dulz et al., 2020). However, significant challenges remain due to short half-lives of these factors and the inability to easily cross the blood brain or blood retina barrier (Pardue and Allen, 2018). Local delivery to the eye might avoid some of these limitations, while still causing increasing risk of infection and tissue injury. Here, we reported a long-lasting neuroprotective effect of SCF in the retinal degeneration mice. After a single administration of SCF, the protective effect sustained for at least 2 weeks, according to the reduction of RGC loss, the protection of RGC function and the restoration of visual function detected by light/dark transition test and fERG. The long-lasting effect of SCF has also been reported in the central nervous system (Qiu et al., 2020). In the traumatic brain injury (TBI) model, exogenous supplementation of SCF significantly showed superior efficacy in improving long-term functional outcome, enhancing neural plasticity, rebalancing neural structure networks disturbed by severe TBI, and promoting remyelination, as long as lasting for 21 weeks after treatment (Qiu et al., 2020). In addition, SCF has been covalently immobilized on polymeric substrate materials, such as hyaluronic acid/gelatin double network hydrogel, for the sustained release (Zhang et al., 2018). We will investigate the protective effect of these modifications of SCF in our further study.

During our study, Li et al. overexpressed SCF in photoreceptors by AAV8 virus, in attempts to treating photoreceptor degeneration (Li et al., 2020b). In support of our findings, this study indicated the role of SCF in preventing retinal degeneration. However, we and three independent groups all suggested that in the retina, the expression of c-kit is restricted to RGCs and amacrine cells, but not photoreceptors (Morii et al., 1994; Koso et al., 2007; Harada et al., 2011). Here our data reported the pro-survival role of SCF/c-kit signaling in NMDA-induced cytotoxicity in RGCs.

The fERG is a valuable tool for assessing the function of retinal cells and circuits *in vivo*. For very weak flashes from darkness, receptoral potential of opposite polarity to the b-wave dominates the ERG. This negative-going response has been called the scotopic threshold response (STR). The STR is thought to reflect activity of the proximal retinal, i.e. RGC and amacrine cell (Holcombe et al., 2008; Saszik et al., 2002). In mice, the STR comprises positive and negative elements (pSTR and nSTR). In our study, we found a significant increase in the pSTR of SCF-treated mice at 1- and 2-week post treatment (Figures 6A–C). Selective pSTR attenuation occurs following optic nerve crush or transection, suggesting this component is primarily of RGC origin (Bui and Fortune, 2004; Liu et al., 2014). Therefore, the differential effect of SCF treatment upon individual STR responses may reflect differential perturbation of RGC and amacrine cell function, which verified the therapeutic effects of SCF on RGCs. The photopic negative response (PhNR), a later negative going response evident in light adapted conditions, has been related to RGC activity in rodents. Besides, the decreased amplitude of PhNR is positively correlated with the loss of RGCs (Li et al., 2005; Chrysostomou and Crowston, 2013). Our study showed the PhNR amplitudes in the SCF-injected eyes were consistently increased (Figures 6D,E). Taken together, these data demonstrated that exogenous SCF supplementation protected RGCs from NMDA-induced cell death, therefore delayed the progression of the retinal degeneration.

NMDA has been described as the glutamate analog that shows the greatest potency in increasing calcium influx and inducing neurotoxicity. Previous results have shown that NMDA neurotoxicity induces significant changes in the full field ERG response, a thinning on the inner retinal layers, and RGC death. Electroretinogram results showed a significant decrease of both a-wave and b-wave amplitude in NMDA injuried mice (Zheng et al., 2015; Xiao et al., 2021). The RGCs are the final retinal elements in the direct pathway from the eye to the brain. The information gathered by photoreceptors is projected next onto bipolar cells, which, in turn, send projects to RGCs. With NMDA injury, the function of the RGCs is significantly hindered, which results in the transmission of light signal is blocked, and the overall function of the retina is reduced. Therefore, with SCF treatment attenuating the loss of RGCs, the amplitude of STR and PhNR of SCF treated NMDA mice was higher than NMDA mice without SCF treatment. As the function of RGCs was rescued, the functions of bipolar cells and photoreceptors were also protected to a certain extent. Therefore, the amplitudes of a-wave and b-wave in the SCF+NMDA group were higher than those in the NMDA injury group (Figure 3).

Microglia monitor and maintain the physiological homeostasis of their microenvironment. Previous studies have reported that SCF inhibits microglial proliferation *in vitro* when microglia are stimulated by CSF-1 (Zhang and Fedoroff, 1998). In our experiments, we showed that microglia was significantly activated after NMDA administration. With SCF treatment, the number of activated microglia were significantly decreased (Figures 4A,B). Microglia can acquire many morphological phenotypes. The “resting” microglia have a ramified shape and the “activated” microglia an ameboid shape. In the central nervous system, SCF-treated microglia showed a neuroprotective phenotype expressing anti-inflammatory cytokines, growth factors, and M2 markers as compared to the phenotype shown by granulocyte macrophage-colony stimulating factor-derived microglia expressing inflammatory cytokines and M1 markers (Terashima et al., 2018). Thus, we quantified the microglia morphology using a grid cross-counting system as reported previously (Luckoff et al., 2016; Luckoff et al., 2017; Bian et al., 2020). By counting the grid-crossed points of Iba1^+^ cells, we found that the microglia in the SCF-treated group mainly showed ramified shapes, while most microglia in the control group adopt an amoeboid morphology (Figure 4C). Taken together, these data demonstrated that exogenous SCF treatment can inhibit the hyperactivation of microglia in the NMDA-treated retina, and thus improve the visual function. Also, we found that c-kit was mainly expressed in neurons of GCL and INL, not in microglia in the retina (Figure 1). Therefore, we speculate that SCF could not directly act on retinal microglia, but reduce the activation of microglia by reducing neuron death and improving retinal microenvironment.

To further analyze the RNA-seq data, we found that the expression of multiple members from α, β and γ Crystallins family (*Cryaa*, *Cryab*, *Cryba1*, *Cryba2*, *Crygb*, *etc.*) were significantly up-regulated after SCF stimulation (Figure 7D), and also confirmed by real-time qPCR (Figure 7F). Both αA- and αB-crystallin has been reported to protect retinal neurons from cell death. Knockout of either αA- or αB-crystallin results in increased apoptosis and necroptosis of photoreceptors (Wang T. et al., 2021). Also, αB-Crystallin alleviates endotoxin-induced retinal inflammation and inhibits microglial activation and autophagy to protect injured retina (Wang F. et al., 2021). Our previous research also demonstrated that the Crystallins members plays an important role in promoting the survival of RGCs (A et al., 2019), indicating that the upregulation of Crystallins may be a critical downstream pathway in SCF-mediated retinal protection.

In addition, a series of factors that promote neuron survival were also significantly up-regulated with SCF exposure, including *Pitx3* and *Gja3* (Figures 7E,G), which are involved in neuronal degeneration, cell survival and immune modulation, and represent important candidate gene sets that regulate the retinal homeostasis (Anand et al., 2018; Akula et al., 2019; Li et al., 2020a). Also, it has been reported that these neuroprotective genes (including Gja3, Pitx3, Wnt7a, Foxe3, as well as Cryaa) are the top downregulated genes in the retinas of streptozotocin (STZ)-induced diabetic rats (Liu et al., 2016), suggesting this gene expressing profile may be characterized as a critical signature that play an important role in the maintenance of the retinal function. It has been documented that Wnt pathway is involved in processes of neurogenesis, dendritic development and axon guidance during development, and can inhibit neuronal damage by up-regulating anti-apoptotic proteins such as Survivin (Shi et al., 2020; Kassumeh et al., 2021). *In vitro*, exogenous administration of Wnt3a can bind to the frizzled receptor and LRP5/6 on the surface of RGCs, and promote the survival and axon regeneration of RGCs by down-regulating Ripk1 and Ripk3, *etc.* (Udeh et al., 2019). With NMDA-induced RGCs injury, Wnt pathway was significantly suppressed, suggesting that Wnt-related pathway may be critical for the survival of RGCs (Boesl et al., 2020). In the present study, we found the upon SCF stimulation, *Wnt7b* was significantly up-regulated, suggesting that this pathway may be critical for the protective effect of c-kit^+^ cells on RGCs (Figure 7G). Additional investigations, however, are needed to support this speculation, and both the origin and the targets in retina of Wnt7 should be addressed.

## Conclusion

In summary, our study demonstrates that in the NMDA-induced retinal degeneration mice model, endogenous c-kit^+^ cells can be stimulated by the treatment of SCF. The activation of c-kit^+^ cells confer protection against retinal degeneration, *via* inhibiting the loss of RGCs. Administration of SCF can act as a potent strategy for treating retinal degeneration-related diseases.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE192458.

# Supplementary material for: Stimulation of C-Kit+ Retinal Progenitor Cells by Stem Cell Factor Confers Protection Against Retinal Degeneration
**Source:** Front Pharmacol. 2022 Mar 31;13:796380. doi: 10.3389/fphar.2022.796380
**Supplement:** Supplementary file 6

Supplementary Material

Stimulation of C-kit^+^ Retinal Progenitor Cells by Stem Cell Factor Confers Protection against Retinal Degeneration

Xi Chen^1^*^†^, Shanshan Li^1†^, Xiaoli Liu^2^, Jingjie Zhao^3^, Lanting Wu^1^, Ran You^1^, Yanling Wang^1^*

^†^Contributed equally to this study.

Yanling Wang

***Supplementary Online Content List***

**Supplementary Figure S1.** Number of C-kit^+^ Cells in Wildtype (WT) and NMDA-treated Mice was Established by Flow Cytometry.

**Supplementary Figure S2.** Immunofluorescence detection showing Connexin 43 (Cx43) is located between c-kit^+^ cells and SCF^+^ cells in INL of retinas

**Supplementary Figure S3.** Real- time qPCR Analysis Showing Relative mRNA Expression for SCF between WT and NMDA Treated Mice.

**Supplementary Figure S4.** Stimulation of C-kit^+^ Cells by SCF Inhibited the Activation of BV2 Microglia Cells.

**Supplementary Figure S5.** RGCs was protected after SCF treatment against NMDA damage

**Supplementary Figure S6.** C-kit^+^ cells in NMDA injured mice treated with SCF and ic-kit after 1 and 2 weeks

**Supplementary Table S1.** Real-time qPCR Primers

**Supplementary Table S2.** GO enrichment analysis of the enriched pathways that are induced by SCF treatment

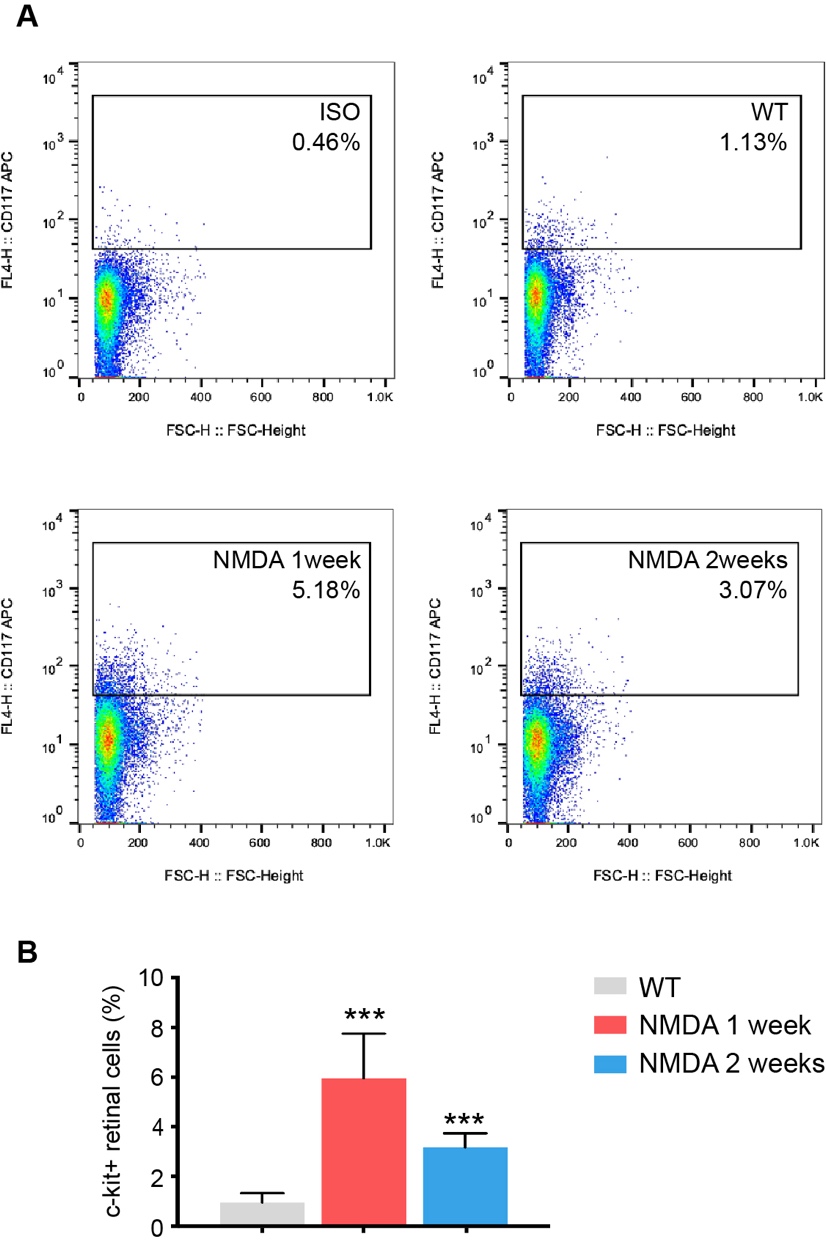

**Supplementary Figure S1.** Number of C-kit^+^ Cells in Wildtype (WT) and NMDA-treated Mice was Established by Flow Cytometry. (**A**) Flow cytometry assessment of c-kit^+^ (APC) cells as a % of total retina cells in wildtype (WT) mice and NMDA-treated mice. Representative flow cytometry scatter plots were showed at each time point. (**B**) Statistical analysis of the percentage of c-kit^+^ cells among groups. Data are shown as mean ± SD (n = 8 for each time point). *** *P* < 0.001 versus WT.

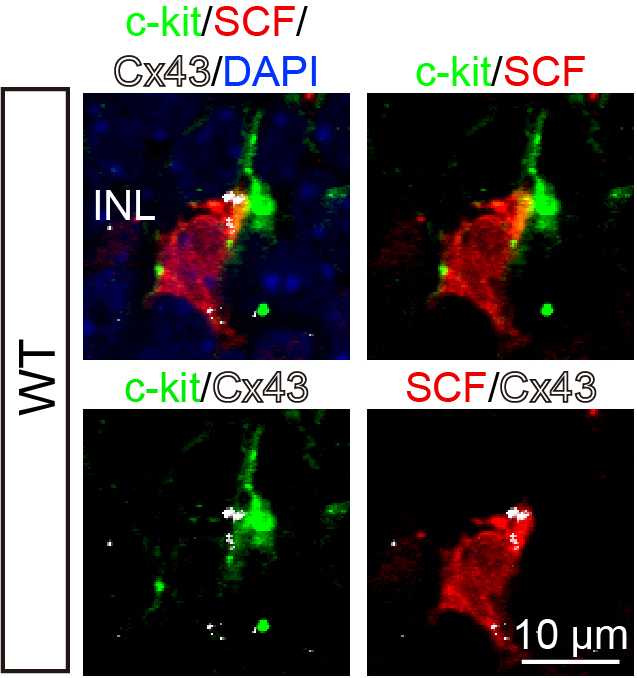

**Supplementary Figure S2.** Immunofluorescence detection showing Connexin 43 (Cx43) is located between c-kit^+^ cells and SCF^+^ cells in INL of retinas. Scale bars represent 10 μm.

**
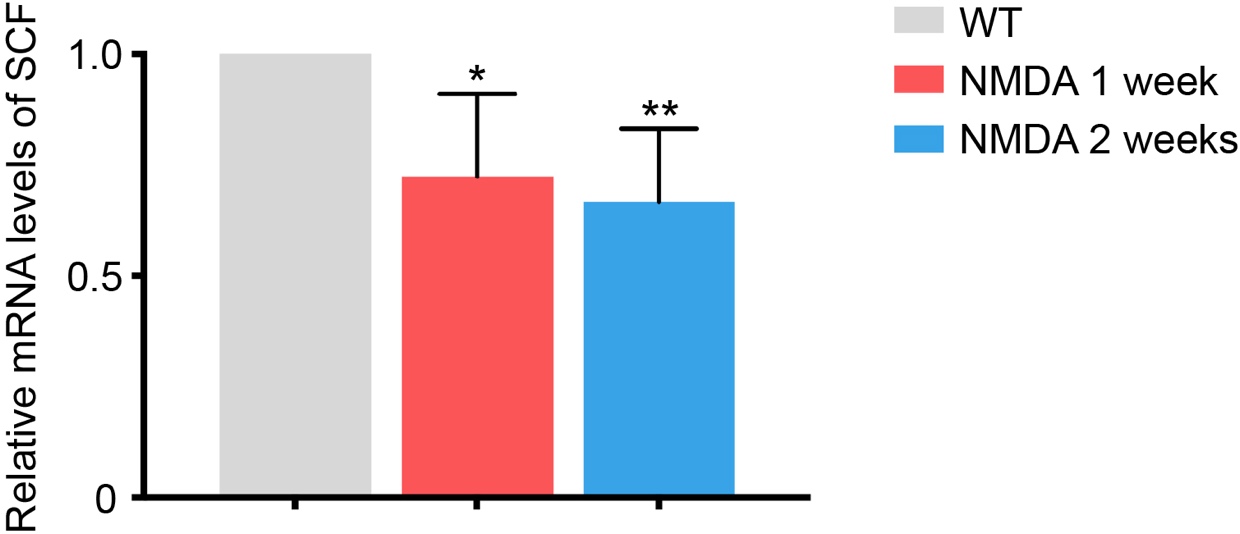
**

**Supplementary Figure S3. Real- time qPCR Analysis Showing Relative mRNA Expression for SCF between WT and NMDA Treated Mice.** Data are shown as mean ± SD (n = 5 for each time point). * *P* < 0.05 versus WT, ** *P* < 0.01 versus WT.

**
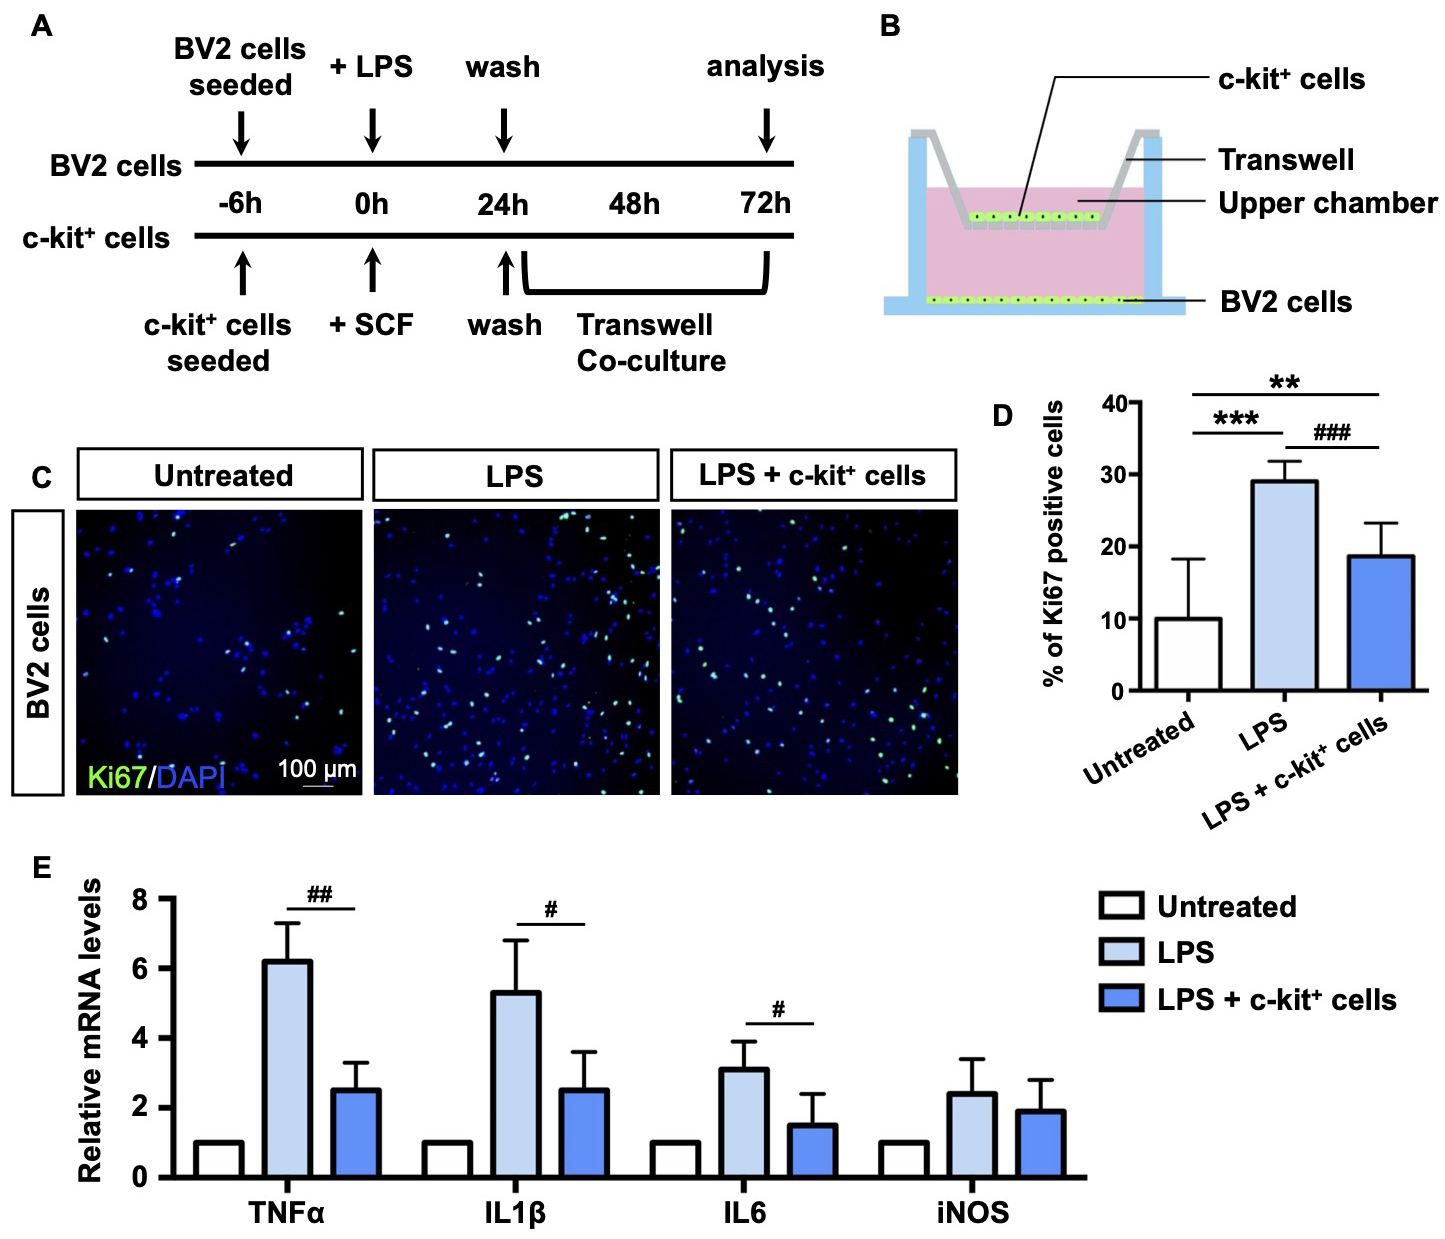
**

**Supplementary Figure S4. Stimulation of C-kit^+^ Cells by SCF Inhibited the Activation of BV2 Microglia Cells.** (**A**) Timetable of the co-culture system. LPS-activated BV2 cells and SCF-stimulated c-kit^+^ cells were cultured separately for 24 hours. After medium change, c-kit^+^ cells and BV2 cells were co-cultured for another 48 hours. (**B**) Diagram of co-culture system. (**C**) Representative images of immunofluorescence staining for Ki67 (green) with DAPI (blue) of indicated cells. (**D**) Statistical analysis of the ratio of Ki67-positive cells. (**E**) Real-time qPCR analysis of the expression of indicated genes. Data from at least three independent experiments are expressed as the mean ± SD. ***P* < 0.01, ****P* < 0.001, versus untreated BV2 cells; ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001, between LPS activated BV2 cells with and without SCF stimulated c-kit^+^ cells.

**
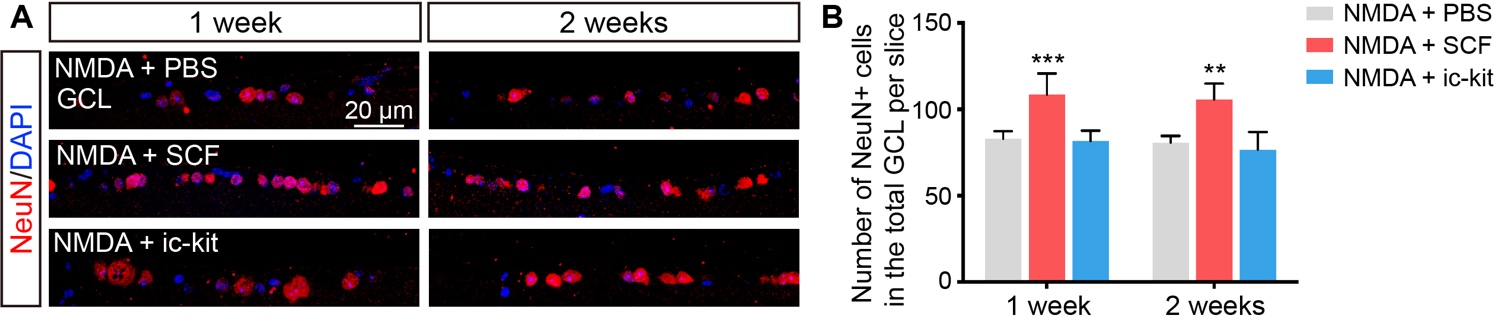
**

**Supplementary Figure S5.** RGCs was protected after SCF treatment against NMDA damage. (**A**) Immunofluorescence was used to detect the number of NeuN ^+^ RGCs (red) in the GCL of SCF group and ic-kit group for 1 and 2 weeks in retinas treated with NMDA. Scale bars represent 20 μm. (**B**) Statistical analysis of the number of NeuN ^+^ RGCs per slice among groups. Data are shown as mean ± SD (n = 5 for each time point). * *P* < 0.05, ** *P* < 0.01, compared with NMDA + PBS controls.

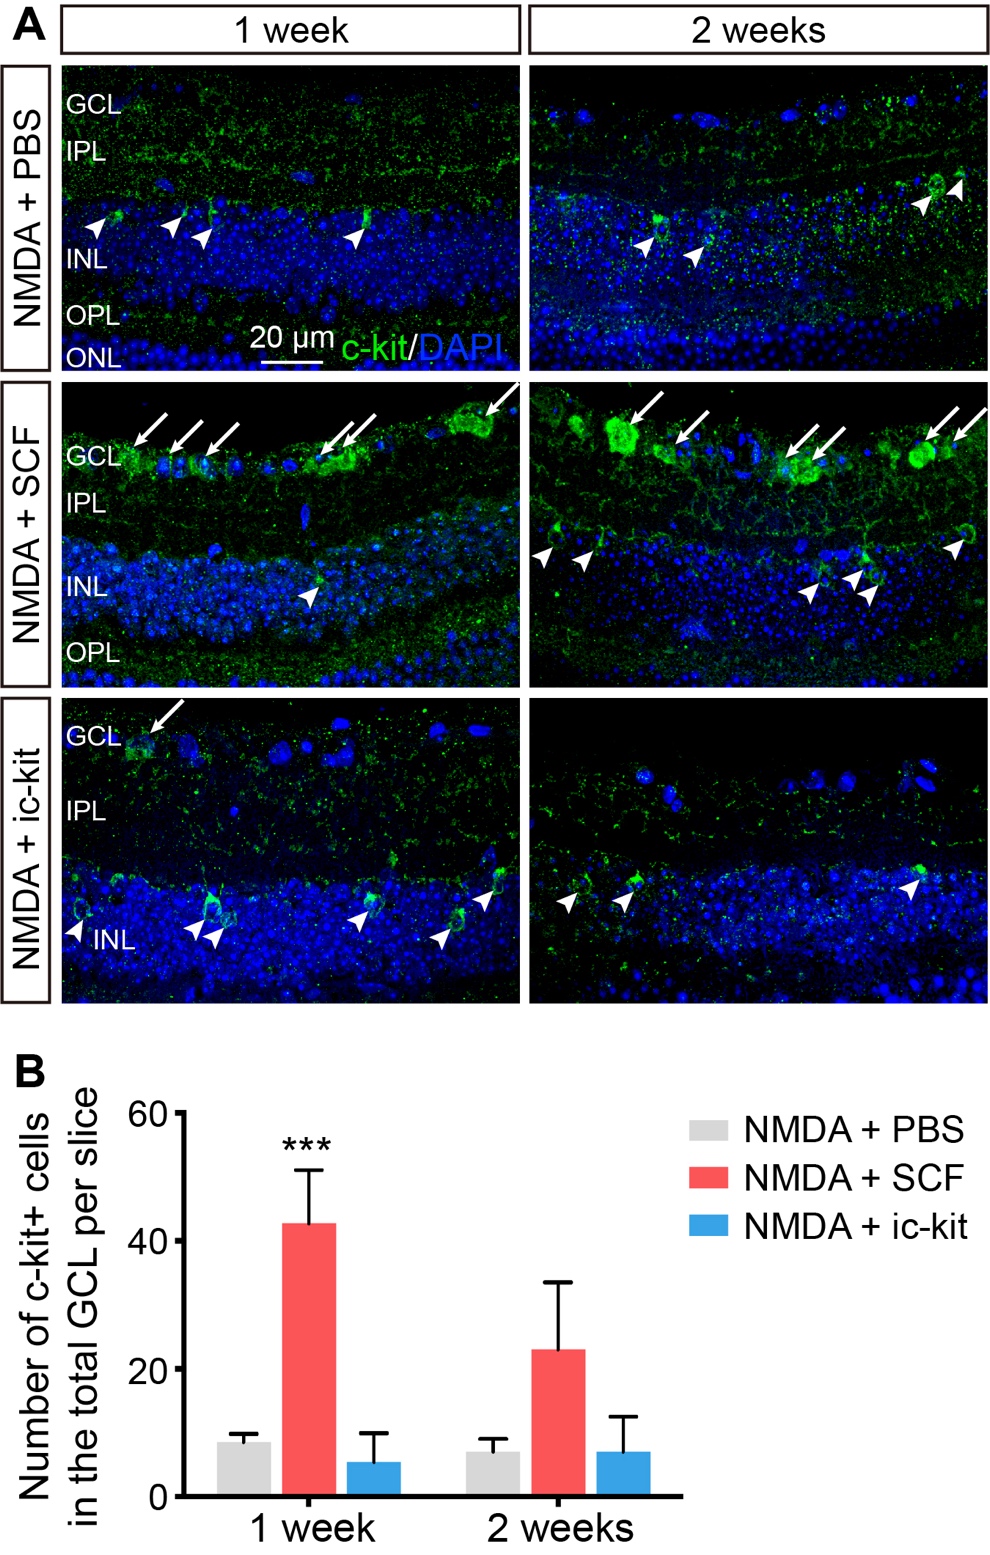

**Supplementary Figure S6.** C-kit^+^ cells in NMDA injured mice treated with SCF and ic-kit after 1 and 2 weeks. (**A**) Distribution and morphology of c-kit^+^ cells (green) in PBS control group (first row), SCF group (second row) and ic-kit group (third row) after corresponding treatment. Scale bars represent 20 μm. (**B**) Statistical analysis of the number of c-kit^+^ cells in the GCL among groups. White arrows point to the c-kit^+^ cell bodies in the GCL. IPL, inner plexiform layer, OPL, outer plexiform layer. Data are shown as mean ± SD (n = 5 for each time point). * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001, compared with control group.

**Supplementary Table S1. Real-time qPCR Primers**

| **Gene Symbol** | **Forward primer(5'-3')** | **Reverse primer** | **Product length (bp)** |
| --- | --- | --- | --- |
| *Pitx3* | GCCACCTTCCAGAGGAATC | TCTTGAACCACACCCGCA | 100 |
| *Foxe3* | TACCTGTGAGTCGCTTTCC | TACGGGTACCACGGACAA | 94 |
| *Gja3* | TTCCGCATTCTGGTGTTAGG | GGTCGTAGCAGACGTTCTC | 109 |
| *Gja8* | CAATGTGGTAGACTGCTTTGTA | TGACACAAAAGCGACTGATAAC | 82 |
| *Wnt7a* | GGACGCCATCATCGTCATAG | TCCAACGGCCATTTCGGAA | 80 |
| *Wnt7b* | TTCACCTATGCCATCACGG | GCCTGGTTGTAGTAGCCTT | 116 |
| *Rspo1* | TGCAAGATCGAGCACTGT | AGCGGCCCTTGTGTAAGTA | 85 |
| *Cryaa* | CCGGGACAAGTTTGTCATC | TCCACAAAATCCTCCAGTACC | 84 |
| *Cryab* | GAAGACTGCATATATAAGGGGC | GATGTCCATTGTGGCTAGATGA | 92 |
| *Cryba1* | TGGCTCAGACCAACCCTA | TCTTGCCCTGGAAGTTCTC | 81 |
| *Cryba2* | CTGTGCCAACGTCTGTGA | GAAGTCGGGGTACTCGAAG | 94 |
| *Cryba4* | CCGACGGCATGAATTCAC | TCAGGACTTTGAGAGATCGC | 80 |
| *Crygb* | CGATTGTCTCTCTCTTCAGGA | AGCTAGGCATCTCATAGAGAAC | 95 |
| *Crygs* | CGACTTCAACGGTCAGATG | GGAATGAATCTCTCGCAGG | 82 |
| *Crygn* | AGTGCCTAGAGTTCGTGG | CCATACACCTTGATGGCG | 85 |
| *Crybb1* | GACACCTGGACCAGCAGTTA | CTTCGAACAGGCAGATCTTATG | 94 |
| *Crybb2* | ACCTGAAGGAGACTGGTATG | GCAATTAGCCTGCTCGTAG | 83 |
| *Crybb3* | GAGCAGTTTGTTCTGGAGAAG | GACAGGAGAATGTCACTACG | 80 |
| *Crygc* | GCAGGTTCCCACAGAATG | TGGAAGCGATCCTGGATG | 98 |
| *SCF* | ATAGTGGATGACCTCGTGT | GGATCTAGTTTCTGGCCTCT | 84 |
| *GAPDH* | GCAAGGACACTGAGCAAGA | GGATGGAAATTGTGAGGGAG | 76 |

**Supplementary Table S2. GO enrichment analysis of the enriched pathways that are induced by SCF treatment**

| **#Term** | **Database** | **ID** | **Input number** | **Background number** | **All input number** | **All background number** | **Input frequency** | **Background frequency** | **P-Value** | **input_gene** | **Hyperlink_change** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| structural constituent of eye lens | Molecular Function | GO:0005212 | 11 | 23 | 432 | 14773 | 0.02546296 | 0.00155689 | 1.1617E-11 | Crygn,214301:up\|Crybb2,12961:up\|Cryba2,12958:up\|Crygs,12970:up\|Lim2,233187:up\|Cryaa,12954:up\|Crybb3,12962:up\|Mip,17339:up\|Bfsp2,107993:up\|Crygb,12965:up\|Crygd,12967:up | http://amigo.geneontology.org/amigo/term/GO:0005212 |
| lens development in camera-type eye | Biological Process | GO:0002088 | 15 | 62 | 432 | 14773 | 0.03472222 | 0.00419685 | 2.0319E-10 | Sox1,20664:up\|Pitx3,18742:up\|Hipk2,15258:up\|Dlg1,13383:up\|Cryba2,12958:up\|Crygs,12970:up\|Lim2,233187:up\|Nf2,18016:up\|Cryaa,12954:up\|Mip,17339:up\|Bfsp2,107993:up\|Gja8,14616:up\|Foxe3,30923:up\|Crygb,12965:up\|Crygd,12967:up | http://amigo.geneontology.org/amigo/term/GO:0002088 |
| camera-type eye development | Biological Process | GO:0043010 | 25 | 270 | 432 | 14773 | 0.05787037 | 0.01827659 | 3.8007E-07 | Hdac2,15182:up\|Sox1,20664:up\|Dscam,13508:up\|Crybb2,12961:up\|Dlg1,13383:up\|Cryba2,12958:up\|Crygs,12970:up\|Lim2,233187:up\|Arid1a,93760:up\|Bfsp2,107993:up\|Foxe3,30923:up\|Slc25a25,227731:up\|Gpm6a,234267:up\|Pitx3,18742:up\|Chd7,320790:down\|Hipk2,15258:up\|Nf2,18016:up\|Jag1,16449:up\|Cryaa,12954:up\|Mip,17339:up\|Gja8,14616:up\|Tulp1,22157:down\|Cep290,216274:up\|Crygb,12965:up\|Crygd,12967:up | http://amigo.geneontology.org/amigo/term/GO:0043010 |
| eye development | Biological Process | GO:0001654 | 27 | 313 | 432 | 14773 | 0.0625 | 0.0211873 | 5.3561E-07 | Hdac2,15182:up\|Sox1,20664:up\|Dscam,13508:up\|Crybb2,12961:up\|Dlg1,13383:up\|Cryba2,12958:up\|Crygs,12970:up\|Lim2,233187:up\|Arid1a,93760:up\|Bfsp2,107993:up\|Foxe3,30923:up\|Slc25a25,227731:up\|Gpm6a,234267:up\|Pitx3,18742:up\|Chd7,320790:down\|Hipk2,15258:up\|Nf2,18016:up\|Jag1,16449:up\|Cryaa,12954:up\|Mip,17339:up\|Trpm1,17364:up\|Gja8,14616:up\|Tulp1,22157:down\|Prkci,18759:up\|Cep290,216274:up\|Crygb,12965:up\|Crygd,12967:up | http://amigo.geneontology.org/amigo/term/GO:0001654 |
| macromolecular complex subunit organization | Biological Process | GO:0043933 | 94 | 2000 | 432 | 14773 | 0.21759259 | 0.13538212 | 1.3863E-06 | Hdac2,15182:up\|Msl2,77853:up\|Ctr9,22083:up\|Tk1,21877:up\|Unc13b,22249:up\|Hist1h1e,50709:up\|Psmc6,67089:up\|Spc25,66442:up\|Fcho2,218503:up\|Napb,17957:up\|Rybp,56353:up\|Ndufaf4,68493:up\|Kdm3a,104263:up\|Pfkp,56421:up\|Clip1,56430:up\|Arfgef1,211673:up\|Kcna3,16491:up\|Cap2,67252:down\|Kctd6,71393:up\|Cd24a,12484:up\|Chd7,320790:down\|Atxn2,20239:up\|Cryaa,12954:up\|Chmp3,66700:up\|Wdr5,140858:up\|Mia3,338366:down\|Tet3,194388:down\|Enah,13800:up\|Cnot1,234594:up\|Kat6b,54169:up\|Elk4,13714:up\|Usp16,74112:up\|Dpysl3,22240:up\|Atrx,22589:up\|Bcl2l11,12125:up\|Gmfb,63985:up\|Sptbn1,20742:up\|Ptbp2,56195:up\|Kdm6a,22289:up\|Sept7,235072:up\|Nf2,18016:up\|Camk2d,108058:up\|Mip,17339:up\|Nap1l1,53605:up\|Gja8,14616:up\|Brcc3,210766:up\|Epb41,269587:up\|Nupl1,71844:up\|Capza2,12343:up\|Cbx6,494448:up\|Dlg1,13383:up\|Mgp,17313:down\|Dnm3,103967:up\|Wdr1,22388:up\|Emsy,233545:up\|Brd7,26992:down\|Fry,320365:up\|Ubr5,70790:up\|Actb,11461:down\|Eml1,68519:up\|Brd2,14312:down\|Arhgef5,54324:up\|Brd3,67382:up\|Rbbp4,19646:up\|Kdm1a,99982:up\|Huwe1,59026:up\|Cav2,12390:down\|Cadps,27062:up\|Gls,14660:up\|Birc2,11797:up\|Actl6a,56456:up\|Rps19,20085:down\|Eif4h,22384:up\|Tmod3,50875:up\|Setd2,235626:up\|Cdh1,12550:up\|Arid1a,93760:up\|Xrcc3,74335:up\|Irs1,16367:up\|Pfkl,18641:down\|Caly,68566:down\|Rnf20,109331:up\|Skp1a,21402:down\|Mbnl1,56758:up\|Tpm1,22003:up\|Col3a1,12825:down\|Trpm1,17364:up\|Trip12,14897:up\|Gatad2b,229542:up\|Baz1b,22385:up\|Tubg1,103733:down\|Mapk9,26420:up\|Prkci,18759:up\|Tet2,214133:up | http://amigo.geneontology.org/amigo/term/GO:0043933 |
| cellular component organization | Biological Process | GO:0016043 | 188 | 4840 | 432 | 14773 | 0.43518519 | 0.32762472 | 1.4082E-06 | Bbs9,319845:up\|Tk1,21877:up\|Unc13b,22249:up\|Hist1h1e,50709:up\|Psmc6,67089:up\|Spc25,66442:up\|Cep89,72140:up\|Deptor,97998:up\|Crmp1,12933:up\|Fcho2,218503:up\|Napb,17957:up\|Rybp,56353:up\|Bfsp2,107993:up\|Ndufaf4,68493:up\|Usp33,170822:up\|Mib1,225164:up\|Pfkp,56421:up\|Mpp5,56217:up\|Clip1,56430:up\|Kcna3,16491:up\|Rspo1,192199:up\|Cd24a,12484:up\|Elmo2,140579:down\|Psen1,19164:up\|Chd7,320790:down\|Atxn2,20239:up\|Mff,75734:up\|Chmp3,66700:up\|Wdr5,140858:up\|Mia3,338366:down\|Wnt7a,22421:up\|Yme1l1,27377:up\|Kat6b,54169:up\|Nup88,19069:up\|Bhlhb9,70237:up\|Tsg101,22088:down\|Dpysl2,12934:up\|Atrx,22589:up\|Gmfb,63985:up\|Fbxw7,50754:up\|Uso1,56041:up\|Vcl,22330:up\|Nudt16,75686:down\|Sptbn1,20742:up\|Crim1,50766:up\|Ptbp2,56195:up\|Kdm6a,22289:up\|Sept7,235072:up\|Camk2d,108058:up\|Prdx6,11758:up\|Mip,17339:up\|Ogn,18295:up\|Nap1l1,53605:up\|Gja8,14616:up\|Phgdh,236539:up\|Epb41,269587:up\|Eif4g2,13690:up\|Capza2,12343:up\|Cbx6,494448:up\|Dlg1,13383:up\|Abca4,11304:up\|Tapt1,231225:up\|Wdr1,22388:up\|Chn1,108699:up\|Ndufs1,227197:up\|Emsy,233545:up\|Map4k4,26921:up\|Ubr5,70790:up\|Tmem88,67020:down\|Kdm1a,99982:up\|Coro6,216961:down\|Ppp2r5a,226849:up\|Rhot2,214952:down\|Huwe1,59026:up\|Cav2,12390:down\|Mbtps1,56453:up\|Ap3b1,11774:up\|Gls,14660:up\|Birc2,11797:up\|Dock2,94176:down\|Rps19,20085:down\|Plxnb1,235611:up\|Cdh1,12550:up\|Plxna3,18846:up\|Map3k4,26407:up\|Xrcc3,74335:up\|Pfkl,18641:down\|Lin7a,108030:up\|Rnf20,109331:up\|Clcn3,12725:up\|Sema6c,20360:down\|Msh3,17686:down\|Mbnl1,56758:up\|Map2,17756:up\|Col3a1,12825:down\|Zdhhc22,238331:up\|Anapc5,59008:up\|Gatad2b,229542:up\|Baz1b,22385:up\|Lims2,225341:down\|Tubg1,103733:down\|Prkci,18759:up\|Msl2,77853:up\|Hdac2,15182:up\|Gdap1,14545:up\|Plxna2,18845:up\|Ctr9,22083:up\|Ift74,67694:up\|Trp53inp2,68728:up\|Cacna1a,12286:up\|Kdm3a,104263:up\|Arfgef1,211673:up\|Cap2,67252:down\|Kctd6,71393:up\|Gpm6a,234267:up\|Cryaa,12954:up\|Tet3,194388:down\|Csnk1g1,214897:up\|Ncapg2,76044:up\|Enah,13800:up\|Kif3c,16570:up\|Crygb,12965:up\|Cep290,216274:up\|Ccng1,12450:up\|Cnot1,234594:up\|Elk4,13714:up\|Syt10,54526:up\|Usp16,74112:up\|Dscam,13508:up\|Dpysl3,22240:up\|Tulp2,56734:down\|U2af2,22185:down\|Hnrnpa2b1,53379:up\|Ptprf,19268:up\|Cxcl12,20315:up\|Bcl2l11,12125:up\|Ero1l,50527:up\|Lyst,17101:up\|Sfrp1,20377:up\|Nid1,18073:up\|Nf2,18016:up\|Tmem237,381259:up\|Epb41l2,13822:up\|Lmtk2,231876:up\|Brcc3,210766:up\|Nupl1,71844:up\|Ccdc64,75665:down\|Mgp,17313:down\|Dnm3,103967:up\|Aplp2,11804:up\|Brd7,26992:down\|Fry,320365:up\|Actb,11461:down\|Col4a4,12829:up\|Eml1,68519:up\|Brd2,14312:down\|Arhgef5,54324:up\|Brd3,67382:up\|Rbbp4,19646:up\|Ankfy1,11736:up\|Cadps,27062:up\|Rb1cc1,12421:up\|Tulp1,22157:down\|Actl6a,56456:up\|Mtif2,76784:down\|Eif4h,22384:up\|Tmod3,50875:up\|Setd2,235626:up\|Lix1,66643:up\|Marf1,223989:up\|Arid1a,93760:up\|Nme6,54369:down\|Nedd4,17999:up\|Irs1,16367:up\|Caly,68566:down\|Wee1,22390:up\|Dclre1c,227525:up\|Skp1a,21402:down\|Cfap20,14894:up\|Derl2,116891:up\|Ube2d3,66105:up\|Tpm1,22003:up\|Col4a3,12828:up\|Trpm1,17364:up\|Trip12,14897:up\|Tacc1,320165:down\|Mapk9,26420:up\|Tet2,214133:up | http://amigo.geneontology.org/amigo/term/GO:0016043 |
| covalent chromatin modification | Biological Process | GO:0016569 | 32 | 434 | 432 | 14773 | 0.07407407 | 0.02937792 | 1.5813E-06 | Hdac2,15182:up\|Msl2,77853:up\|Ctr9,22083:up\|Cbx6,494448:up\|Hist1h1e,50709:up\|Emsy,233545:up\|Rybp,56353:up\|Brd7,26992:down\|Kdm3a,104263:up\|Ubr5,70790:up\|Brd2,14312:down\|Brd3,67382:up\|Rbbp4,19646:up\|Kdm1a,99982:up\|Chd7,320790:down\|Huwe1,59026:up\|Wdr5,140858:up\|Tet3,194388:down\|Actl6a,56456:up\|Elk4,13714:up\|Kat6b,54169:up\|Setd2,235626:up\|Usp16,74112:up\|Atrx,22589:up\|Arid1a,93760:up\|Rnf20,109331:up\|Skp1a,21402:down\|Kdm6a,22289:up\|Trip12,14897:up\|Baz1b,22385:up\|Tet2,214133:up\|Brcc3,210766:up | http://amigo.geneontology.org/amigo/term/GO:0016569 |
| chromatin modification | Biological Process | GO:0016568 | 34 | 479 | 432 | 14773 | 0.0787037 | 0.03242402 | 1.7445E-06 | Hdac2,15182:up\|Msl2,77853:up\|Ctr9,22083:up\|Cbx6,494448:up\|Hist1h1e,50709:up\|Emsy,233545:up\|Rybp,56353:up\|Brd7,26992:down\|Kdm3a,104263:up\|Ubr5,70790:up\|Actb,11461:down\|Brd2,14312:down\|Brd3,67382:up\|Rbbp4,19646:up\|Kdm1a,99982:up\|Chd7,320790:down\|Huwe1,59026:up\|Wdr5,140858:up\|Tet3,194388:down\|Actl6a,56456:up\|Setd2,235626:up\|Elk4,13714:up\|Kat6b,54169:up\|Usp16,74112:up\|Arid1a,93760:up\|Atrx,22589:up\|Rnf20,109331:up\|Skp1a,21402:down\|Kdm6a,22289:up\|Gatad2b,229542:up\|Trip12,14897:up\|Baz1b,22385:up\|Tet2,214133:up\|Brcc3,210766:up | http://amigo.geneontology.org/amigo/term/GO:0016568 |
| regulation of histone ubiquitination | Biological Process | GO:0033182 | 5 | 9 | 432 | 14773 | 0.01157407 | 0.00060922 | 2.3896E-06 | Kdm1a,99982:up\|Trip12,14897:up\|Ctr9,22083:up\|Ubr5,70790:up\|Rnf20,109331:up | http://amigo.geneontology.org/amigo/term/GO:0033182 |
| organelle organization | Biological Process | GO:0006996 | 126 | 2970 | 432 | 14773 | 0.29166667 | 0.20104244 | 3.2421E-06 | Hdac2,15182:up\|Msl2,77853:up\|Ctr9,22083:up\|Bbs9,319845:up\|Gdap1,14545:up\|Hist1h1e,50709:up\|Spc25,66442:up\|Cep89,72140:up\|Ift74,67694:up\|Crmp1,12933:up\|Fcho2,218503:up\|Trp53inp2,68728:up\|Rybp,56353:up\|Bfsp2,107993:up\|Ndufaf4,68493:up\|Kdm3a,104263:up\|Usp33,170822:up\|Pfkp,56421:up\|Clip1,56430:up\|Arfgef1,211673:up\|Cap2,67252:down\|Rspo1,192199:up\|Cd24a,12484:up\|Elmo2,140579:down\|Psen1,19164:up\|Chd7,320790:down\|Atxn2,20239:up\|Cryaa,12954:up\|Mff,75734:up\|Chmp3,66700:up\|Wdr5,140858:up\|Mia3,338366:down\|Tet3,194388:down\|Ncapg2,76044:up\|Enah,13800:up\|Cep290,216274:up\|Yme1l1,27377:up\|Ccng1,12450:up\|Cnot1,234594:up\|Kat6b,54169:up\|Elk4,13714:up\|Nup88,19069:up\|Usp16,74112:up\|Syt10,54526:up\|Tsg101,22088:down\|Dpysl3,22240:up\|Dpysl2,12934:up\|Atrx,22589:up\|U2af2,22185:down\|Hnrnpa2b1,53379:up\|Bcl2l11,12125:up\|Gmfb,63985:up\|Fbxw7,50754:up\|Uso1,56041:up\|Lyst,17101:up\|Nudt16,75686:down\|Sptbn1,20742:up\|Sfrp1,20377:up\|Kdm6a,22289:up\|Sept7,235072:up\|Nf2,18016:up\|Tmem237,381259:up\|Epb41l2,13822:up\|Nap1l1,53605:up\|Epb41,269587:up\|Brcc3,210766:up\|Capza2,12343:up\|Cbx6,494448:up\|Dlg1,13383:up\|Dnm3,103967:up\|Tapt1,231225:up\|Wdr1,22388:up\|Ndufs1,227197:up\|Emsy,233545:up\|Fry,320365:up\|Brd7,26992:down\|Ubr5,70790:up\|Actb,11461:down\|Eml1,68519:up\|Brd2,14312:down\|Arhgef5,54324:up\|Brd3,67382:up\|Rbbp4,19646:up\|Kdm1a,99982:up\|Coro6,216961:down\|Ankfy1,11736:up\|Rhot2,214952:down\|Huwe1,59026:up\|Cav2,12390:down\|Mbtps1,56453:up\|Ap3b1,11774:up\|Cadps,27062:up\|Rb1cc1,12421:up\|Dock2,94176:down\|Actl6a,56456:up\|Rps19,20085:down\|Mtif2,76784:down\|Plxnb1,235611:up\|Tmod3,50875:up\|Setd2,235626:up\|Lix1,66643:up\|Marf1,223989:up\|Plxna3,18846:up\|Arid1a,93760:up\|Nme6,54369:down\|Map3k4,26407:up\|Xrcc3,74335:up\|Caly,68566:down\|Wee1,22390:up\|Rnf20,109331:up\|Dclre1c,227525:up\|Clcn3,12725:up\|Skp1a,21402:down\|Msh3,17686:down\|Map2,17756:up\|Ube2d3,66105:up\|Tpm1,22003:up\|Trip12,14897:up\|Anapc5,59008:up\|Gatad2b,229542:up\|Baz1b,22385:up\|Tacc1,320165:down\|Tubg1,103733:down\|Mapk9,26420:up\|Prkci,18759:up\|Tet2,214133:up | http://amigo.geneontology.org/amigo/term/GO:0006996 |
| protein modification by small protein conjugation or removal | Biological Process | GO:0070647 | 41 | 654 | 432 | 14773 | 0.09490741 | 0.04426995 | 3.5396E-06 | Ctr9,22083:up\|Wwp2,66894:up\|Rffl,67338:up\|Rybp,56353:up\|Ccnc,51813:up\|Ubr5,70790:up\|Usp33,170822:up\|Mib1,225164:up\|Tank,21353:up\|Ufm1,67890:up\|Kdm1a,99982:up\|Ahrr,11624:up\|Nub1,53312:up\|Psen1,19164:up\|Huwe1,59026:up\|Usp12,22217:up\|Fbxl5,242960:up\|Senp3,80886:up\|Klhl11,217194:up\|Birc2,11797:up\|Usp7,252870:up\|Usp16,74112:up\|Arnt,11863:up\|Tsg101,22088:down\|Cdk8,264064:up\|Nedd4,17999:up\|Xrcc3,74335:up\|Fbxw7,50754:up\|Rnf20,109331:up\|Usp19,71472:up\|N4bp1,80750:up\|Skp1a,21402:down\|Rnf111,93836:up\|Ube2d3,66105:up\|Fbxl3,50789:up\|Anapc5,59008:up\|Trip12,14897:up\|Mapk9,26420:up\|Usp48,170707:up\|Rnf122,68867:down\|Brcc3,210766:up | http://amigo.geneontology.org/amigo/term/GO:0070647 |
| cellular component organization or biogenesis | Biological Process | GO:0071840 | 190 | 4982 | 432 | 14773 | 0.43981481 | 0.33723685 | 4.4397E-06 | Bbs9,319845:up\|Tk1,21877:up\|Unc13b,22249:up\|Hist1h1e,50709:up\|Psmc6,67089:up\|Spc25,66442:up\|Cep89,72140:up\|Deptor,97998:up\|Crmp1,12933:up\|Fcho2,218503:up\|Napb,17957:up\|Rybp,56353:up\|Bfsp2,107993:up\|Ndufaf4,68493:up\|Usp33,170822:up\|Mib1,225164:up\|Pfkp,56421:up\|Mpp5,56217:up\|Clip1,56430:up\|Kcna3,16491:up\|Rspo1,192199:up\|Cd24a,12484:up\|Elmo2,140579:down\|Psen1,19164:up\|Chd7,320790:down\|Atxn2,20239:up\|Mff,75734:up\|Chmp3,66700:up\|Wdr5,140858:up\|Mia3,338366:down\|Wnt7a,22421:up\|Yme1l1,27377:up\|Kat6b,54169:up\|Nup88,19069:up\|Bhlhb9,70237:up\|Tsg101,22088:down\|Dpysl2,12934:up\|Atrx,22589:up\|Gmfb,63985:up\|Fbxw7,50754:up\|Uso1,56041:up\|Vcl,22330:up\|Nudt16,75686:down\|Sptbn1,20742:up\|Crim1,50766:up\|Ptbp2,56195:up\|Kdm6a,22289:up\|Sept7,235072:up\|Camk2d,108058:up\|Prdx6,11758:up\|Mip,17339:up\|Ogn,18295:up\|Nap1l1,53605:up\|Gja8,14616:up\|Phgdh,236539:up\|Epb41,269587:up\|Eif4g2,13690:up\|Capza2,12343:up\|Cbx6,494448:up\|Dlg1,13383:up\|Abca4,11304:up\|Tapt1,231225:up\|Wdr1,22388:up\|Chn1,108699:up\|Ndufs1,227197:up\|Emsy,233545:up\|Map4k4,26921:up\|Ubr5,70790:up\|Tmem88,67020:down\|Kdm1a,99982:up\|Coro6,216961:down\|Ppp2r5a,226849:up\|Rhot2,214952:down\|Huwe1,59026:up\|Cav2,12390:down\|Mbtps1,56453:up\|Ap3b1,11774:up\|Gls,14660:up\|Birc2,11797:up\|Dock2,94176:down\|Rps19,20085:down\|Plxnb1,235611:up\|Cdh1,12550:up\|Plxna3,18846:up\|Map3k4,26407:up\|Xrcc3,74335:up\|Pfkl,18641:down\|Lin7a,108030:up\|Rnf20,109331:up\|Clcn3,12725:up\|Sema6c,20360:down\|Msh3,17686:down\|Mbnl1,56758:up\|Map2,17756:up\|Col3a1,12825:down\|Zdhhc22,238331:up\|Anapc5,59008:up\|Gatad2b,229542:up\|Baz1b,22385:up\|Lims2,225341:down\|Tubg1,103733:down\|Prkci,18759:up\|Msl2,77853:up\|Hdac2,15182:up\|Gdap1,14545:up\|Plxna2,18845:up\|Ctr9,22083:up\|Ift74,67694:up\|Trp53inp2,68728:up\|Cacna1a,12286:up\|Mettl16,67493:up\|Kdm3a,104263:up\|Arfgef1,211673:up\|Cap2,67252:down\|Kctd6,71393:up\|Gpm6a,234267:up\|Cryaa,12954:up\|Tet3,194388:down\|Csnk1g1,214897:up\|Ncapg2,76044:up\|Nol11,68979:up\|Enah,13800:up\|Kif3c,16570:up\|Crygb,12965:up\|Cep290,216274:up\|Ccng1,12450:up\|Cnot1,234594:up\|Elk4,13714:up\|Syt10,54526:up\|Usp16,74112:up\|Dscam,13508:up\|Dpysl3,22240:up\|Tulp2,56734:down\|U2af2,22185:down\|Hnrnpa2b1,53379:up\|Ptprf,19268:up\|Cxcl12,20315:up\|Bcl2l11,12125:up\|Ero1l,50527:up\|Lyst,17101:up\|Sfrp1,20377:up\|Nid1,18073:up\|Nf2,18016:up\|Tmem237,381259:up\|Epb41l2,13822:up\|Lmtk2,231876:up\|Brcc3,210766:up\|Nupl1,71844:up\|Ccdc64,75665:down\|Mgp,17313:down\|Dnm3,103967:up\|Aplp2,11804:up\|Brd7,26992:down\|Fry,320365:up\|Actb,11461:down\|Col4a4,12829:up\|Eml1,68519:up\|Brd2,14312:down\|Arhgef5,54324:up\|Brd3,67382:up\|Rbbp4,19646:up\|Ankfy1,11736:up\|Cadps,27062:up\|Rb1cc1,12421:up\|Tulp1,22157:down\|Actl6a,56456:up\|Mtif2,76784:down\|Eif4h,22384:up\|Tmod3,50875:up\|Setd2,235626:up\|Lix1,66643:up\|Marf1,223989:up\|Arid1a,93760:up\|Nme6,54369:down\|Nedd4,17999:up\|Irs1,16367:up\|Caly,68566:down\|Wee1,22390:up\|Dclre1c,227525:up\|Skp1a,21402:down\|Cfap20,14894:up\|Derl2,116891:up\|Ube2d3,66105:up\|Tpm1,22003:up\|Col4a3,12828:up\|Trpm1,17364:up\|Trip12,14897:up\|Tacc1,320165:down\|Mapk9,26420:up\|Tet2,214133:up | http://amigo.geneontology.org/amigo/term/GO:0071840 |
| lens fiber cell differentiation | Biological Process | GO:0070306 | 7 | 26 | 432 | 14773 | 0.0162037 | 0.00175997 | 7.0765E-06 | Bfsp2,107993:up\|Pitx3,18742:up\|Foxe3,30923:up\|Nf2,18016:up\|Crygb,12965:up\|Cryaa,12954:up\|Crygd,12967:up | http://amigo.geneontology.org/amigo/term/GO:0070306 |
| chromatin organization | Biological Process | GO:0006325 | 35 | 538 | 432 | 14773 | 0.08101852 | 0.03641779 | 8.5477E-06 | Hdac2,15182:up\|Msl2,77853:up\|Ctr9,22083:up\|Cbx6,494448:up\|Hist1h1e,50709:up\|Emsy,233545:up\|Rybp,56353:up\|Brd7,26992:down\|Kdm3a,104263:up\|Ubr5,70790:up\|Actb,11461:down\|Brd2,14312:down\|Brd3,67382:up\|Rbbp4,19646:up\|Kdm1a,99982:up\|Chd7,320790:down\|Huwe1,59026:up\|Wdr5,140858:up\|Tet3,194388:down\|Actl6a,56456:up\|Setd2,235626:up\|Elk4,13714:up\|Kat6b,54169:up\|Usp16,74112:up\|Arid1a,93760:up\|Atrx,22589:up\|Rnf20,109331:up\|Skp1a,21402:down\|Kdm6a,22289:up\|Gatad2b,229542:up\|Trip12,14897:up\|Baz1b,22385:up\|Nap1l1,53605:up\|Tet2,214133:up\|Brcc3,210766:up | http://amigo.geneontology.org/amigo/term/GO:0006325 |

How the deposited data were processed for this re-analysis (not part of the article)

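Retinal RNA of 3 NMDA + PBS and 3 NMDA + SCF libraries was analysed from the processed files. For each library the authors deposited FPKM values per transcript, and a table of sequencing totals with the percent of bases of quality 30 or more and the percent of reads kept. That table carries the name of a count matrix, and the rows used from it are library totals only. The 3 columns of it that were not needed were not used. The clean reads per library ranged from 44925938 to 48783182. The paper's text does not name the aligner, the counter or the genome build. Its statistics section names one-way ANOVA for statistical differences in general, and does not say whether that holds for the adjusted p of the DEGs. The transcript positions in the files were those of GENCODE M21 (GRCm38) for 98.2% of the 63313 Ensembl transcripts found there, so coordinates are given on GRCm38 from that annotation. Transcripts with names of a merged assembly, which carry no gene name and took between 8.85 and 11.4% of the FPKM sum of a library, were left out.

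Before the data were examined, a count test was written down for raw counts and limma on log2(FPKM + 1) for files that hold FPKM. The files held FPKM, so limma was used (limma 3.58.1 in R 4.3.3, with a variance trend). FPKM was summed per gene over the 46933 Ensembl transcripts in both transcript lists, a choice made after the lists were seen. All 6 libraries entered the fit with condition only, no gene was left out except those at 0 in every library, and genes were called at a fold change of at least 2 and a Benjamini-Hochberg adjusted p of at most 0.001, the thresholds of the paper's methods. Value times transcript length came out whole (within 0.05 of a fragment, or the rounding of the file) for between 98.3 and 98.4% of values, and the fragments so recovered served for depth, for floors of 3 fragments and for an added fit. Where all NMDA + PBS libraries had at most 3 fragments, a fold is given as a lower bound against that floor. Floors and intervals cover counting error only. In simulated data with 24482 genes, of which 200 were changed, limma called 18 genes at an adjusted p of 0.001, all changed, and 173 at 0.05, of which 150 were changed and 23 were not. The simulated libraries had 1 dispersion (0.05) for all genes, and no difference between transcript lists or deviating library. The recovery there is therefore not the power in these data. Even there, 9% of the changed genes were recovered at 0.001, so 0 calls says little on how many genes differ.

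Gene sets were tested with limma's camera (correlation 0.01) and fry. The genes named in the text are those the paper names in Figure 7D and 7E and among its protein markers, genes needed to show the range of a marker list, and the 5 higher and 5 lower genes with the smallest p past an adjusted p of 0.05. No gene met the last criterion. Some results for single genes are not reported here. Marker lists for 19 cell types and tissues were written before the data were examined. The list of other crystallins had 1 gene with a value and was not tested. Tables and plots were made with Python 3.11.15. The alternatives were upper quartile scaling, filters on low values, a pseudocount of 0.1, other thresholds, a replicate block, each library left out in turn and, added after the data were examined, the transcript list as a term, all listed transcripts, median-of-ratios scaling, voom on recovered fragments and removal of mitochondrial genes. Since list B holds NMDA + PBS libraries only, the fold change with the list as a term is that of the NMDA + SCF libraries against NMDA + PBS replicate 1 alone, and its p values are not used as a test.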

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

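All tests in this part were chosen after the values of the lens genes had been seen. Signal above the level of the NMDA + PBS libraries appeared in lens genes that the paper does not name. Of the 6 such genes of the lens marker lists with more than 3 fragments in a library, 2 (Grifin and Lctl) had NMDA + SCF replicates 1 and 3 as their highest libraries, where chance gives 6.67% of genes. Grifin had 0, 8.20 and 8.45 FPKM in NMDA + PBS replicates 1, 2 and 3 and 292.8, 15.5 and 457.5 FPKM in NMDA + SCF replicates 1, 2 and 3. Lctl was listed at 0 in NMDA + PBS and in NMDA + SCF replicate 2, and had 3 and 9 fragments in NMDA + SCF replicates 1 and 3, the first of which is at the floor of 3 fragments. The other 4 genes (Tdrd7, Hspb1, Prox1 and Maf) did not follow these libraries. Of these, Tdrd7 and Maf had 11 and 85 fragments in NMDA + PBS replicate 1, where Mip and Grifin had 3 and 0. Hspb1 and Prox1 had at most 5 and 11 fragments in a library. These 4 genes are therefore weak tests of lens tissue. The paper names the other 19 of the 25 lens genes. With these included, 20 of 25 lens genes (80%) had NMDA + SCF replicates 1 and 3 highest, against 6 of 63 marker genes of retinal cells (9.52%). Of the ciliary body and iris markers that the paper does not name, 3 of 5 (Otx1, Msx1 and Zic4) had the same highest libraries by FPKM. By fragments scaled to the counted fragments of the library this held for 2 of them, Otx1 and Msx1. NMDA + SCF replicate 2 lay above the 3 NMDA + PBS libraries in all 5 by FPKM and in 3 of the 5 by scaled fragments, where chance gives 25%. For the 25 lens genes the numbers were the same by either measure. Among the 20 lens genes, Lim2 and Crygd had equal fragments in NMDA + SCF replicates 1 and 2, namely 1 for Lim2 and 2 for Crygd. With all list A transcripts, Crygd had 3.34 FPKM in NMDA + PBS replicate 1. It had 40.4, 161.2 and 894.9 FPKM in NMDA + SCF replicates 1, 2 and 3, so replicate 2 lay above replicate 1.

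The authors' transcript lists are argued against as the cause for the lens genes, since NMDA + PBS replicate 1 shares list A with the NMDA + SCF libraries and lay below all of them in 17 of the 25 lens genes. Fragments shared between crystallin paralogs are argued against as the whole cause. Of 14 lens genes that are not crystallins, 10 had NMDA + SCF replicates 1 and 3 highest. Lens tissue in the samples of NMDA + SCF replicates 1 and 3 may be a source. It stays open because only 6 of the lens markers are not named by the paper. Of these, 33.3% followed these libraries, and those that did not are weak tests of it, as given above. Most of the other lens genes were chosen from these libraries by the paper. Tissue of the front of the eye that carries lens and ciliary body could be another (60% of 5 ciliary body and iris markers by FPKM, of which Otx1 rested on at most 6 fragments in a library). A response to SCF in every treated retina also stays open. NMDA + SCF replicate 2 lay above all 3 NMDA + PBS libraries in 13 of 25 lens genes (52%, where chance gives 25%). Most of the 25 were chosen from these libraries by the paper, so that chance value does not hold for them. Of the 6 lens genes that the paper does not name, NMDA + SCF replicate 2 lay above in 2. These explanations cannot be told apart, because no library of lens or of retina without lens is among the 6 libraries.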

How the results depend on the processing

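The number of called genes was 0 under upper quartile scaling, both filters on low values, a pseudocount of 0.1, the replicate block (0 genes) and 4 of the 5 alternatives added after the data were examined. The fifth, the transcript list as a term, compares the NMDA + SCF libraries with NMDA + PBS replicate 1 alone, so its calls say nothing on stability. At a fold change of 2 and an adjusted p of 0.05, and at an adjusted p of 0.05 alone, it was also 0, beside 2324 genes at an unadjusted p of 0.05. With an unadjusted p of at most 0.05 and a fold change of 2 there were 1017 genes (355 higher, 662 lower), with 6 crystallins and 5 protective factors among them. With an unadjusted p of at most 0.001 there were 30 genes (9 higher, 21 lower). In the fits without NMDA + SCF replicate 1, 2 or 3, higher genes were in excess at that threshold. The cause of the differing totals is the threshold itself. Across the 6 fits that each left out one replicate, the calls went from 0 to 55 genes, from 0 to 28 higher and from 0 to 27 lower. The 55 came without NMDA + PBS replicate 1, where condition and transcript list coincide, and included 0 crystallins. Without mitochondrial genes, 262 of 1127 genes with a fold change of 2 and an unadjusted p of 0.05 were higher, against 355 of 1017. This removal moved the median log2 fold change of genes with a mean FPKM of at least 1 from 0.071 to -0.10. At the same threshold a pseudocount of 0.1 gave 1700 genes, at least 10 recovered fragments in every sample 305 and voom on recovered fragments 1791. The counts lay between 313 and 1904 across the 6 fits that each left out one replicate (1904 without NMDA + PBS replicate 1). At a fold change of 2 and an adjusted p of 0.05 the voom fit called 2 genes, and the fit without NMDA + PBS replicate 1 called 740. No pairing by replicate number was seen. The deviations of same-numbered libraries from their group means had correlations of -0.0503, -0.0459 and -0.0774 across genes for replicates 1, 2 and 3. This cannot exclude a pairing, because the deviations in NMDA + PBS follow the 2 transcript lists and the NMDA + SCF libraries share 1 list.

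The eye lens set passed 0.05 in camera with the preset correlation under every scaling, filter, added alternative and left-out library tried, apart from the transcript list as a term, which is no test. The filter on 10 recovered fragments kept 2 of its genes. It did not pass in fry (p = 0.0790) or in camera with estimated correlation (p = 0.102), and in an exact permutation 3 of the 10 splits gave a p as small as the real split's. The cause was not tested. Of the 18 marker lists tested, 3 passed an adjusted p of 0.05 over the lists. There was 1 with FPKM of at least 1 in 3 samples, 0 with at least 10 recovered fragments in every sample, 0 in fry, 0 in camera with estimated correlation, and from 0 to 4 across the fits that each left out one replicate (0 without NMDA + PBS replicate 1). The filters leave fewer genes per list. Otherwise the cause was not tested.

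No crystallin or factor of Figures 7D and 7E changed direction under any alternative that gave it a value. Over the 22 named genes, 317 values kept their direction and 10 did not, in 5 of the paper's protein markers. Of the 10, 3 came with the transcript list as a term, where NMDA + PBS replicate 1 replaces the control group (-0.48 for Calb2, 0.043 for Kitl and -0.33 for Glul). Calb2 went from 0.17 to -0.041 without mitochondrial genes, which follows from the scaling, since the removal lowers the fold changes of genes well above the pseudocount alike, and lay from -0.024 (without NMDA + PBS replicate 3) to 0.50 across the 6 fits that each left out one replicate. Across the fits that each left out one replicate, Kit lay from -0.034 (without NMDA + SCF replicate 1) to 0.15. Gja1, with at most 1 fragment in a library, lay from -0.040 to 0.039 (without NMDA + PBS replicate 1), with 0.019 without NMDA + SCF replicate 1 or replicate 2, and was 0.13 in voom. For Kit, for Gja1 and for Calb2 with a library left out, the cause was not tested.

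DESeq2 size factors and the edgeR exact test, written down before the data were examined, were not run, since the deposited unit is FPKM. Fragments recovered from FPKM entered only the voom fit and a filter, and median-of-ratios scaling was run on FPKM. Scaling to library size alone is what FPKM already holds. Filtering at 10 counts used those recovered fragments. The depth limits genes of a few fragments, such as Cryab, Cryba4 and Wnt7b. For Wnt7b, protein-coding transcripts in list A only were also left out of the sums.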

Differences from the paper's values

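The paper reports 359 DEGs, and the fit here called 0. None of the alternatives set before the data were examined came within 1.5 times of 359, and the nearest were 1017 genes at a fold change of 2 and an unadjusted p of 0.05 and 55 genes without NMDA + PBS replicate 1. The paper reports 287 upregulated genes against 0 here, and 355 genes were higher at a fold change of 2 and an unadjusted p of 0.05, the only one of these alternatives within 1.5 times. The paper reports 72 downregulated genes against 0 here, and no such alternative came within 1.5 times. Pairs of settings looked at after the values were seen came nearer. At a fold change of 2 and an unadjusted p of 0.05 there were 305 genes with at least 10 recovered fragments in every sample, 313 without NMDA + PBS replicate 3, and 531, 485 and 451 without NMDA + SCF replicates 1, 2 and 3. Higher genes at that threshold, in settings also paired after the values were seen, numbered 272 with upper quartile scaling, 330 with FPKM of at least 1 in 3 samples, 372 with the replicate block, 344 without NMDA + PBS replicate 2, and 208 and 227 without NMDA + SCF replicates 1 and 2. In alternatives chosen after seeing the values they numbered 298 with median-of-ratios scaling and 262 without mitochondrial genes. Without NMDA + PBS replicate 1, 214 genes were higher at a fold change of 2 and an adjusted p of 0.05 and 251 at an adjusted p of 0.05 alone, again paired after the values were seen. Each of these counts came with a total or a split unlike the paper's.

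The paper's log fold changes in Figures 7D and 7E, whose base is not labelled, were compared with log2 fold changes on log2(FPKM + 1). No single change of log base brings both panels to the values here, since Crygs is lower and Foxe3 higher in the paper. A base above 2 would make the values here smaller. The base therefore stays open as a source of the gaps of Crygs and Crygb, where the paper is lower. Such a base would widen the gaps of Crygn, Cryba4, Crybb3, Cryab and the genes of Figure 7E, where the paper is higher. Crygs is about 3.4 in Figure 7D, read by eye, against 4.82 here, and without NMDA + PBS replicate 1 or without NMDA + SCF replicate 1 or 3 the values lay within the error. That error is the standard error of the same fit, so a value can come within it because the error grew. Crygn is about 3.2 in Figure 7D against 1.86, and without NMDA + SCF replicate 2 it was 3.24, within it. Without NMDA + PBS replicate 1 or 3 it was 1.91 and 2.03. These lay within it mainly because the error was 1.43 and 1.49, against 1.06 with all libraries. Cryba4 is about 3.0 in Figure 7D against 0.72, and Cryab about 2.5 in Figure 7D against 1.00. Both lie near the floor. For both, a pseudocount of 0.1 was the only alternative set before the data were examined that came within the error (2.39 and 2.26). Crybb3 is about 2.6 in Figure 7D against 1.50, and a pseudocount of 0.1 or leaving out NMDA + PBS replicate 2 or 3 or NMDA + SCF replicate 2 came within it. Crygb is about 2.1 in Figure 7D against 3.82, and the fits without NMDA + PBS replicate 1 (2.52) or NMDA + SCF replicate 3 (2.59) came within it. Without NMDA + PBS replicate 3 it was 3.68, and without NMDA + SCF replicate 2 it was 4.11, further from the paper's. Both lay within the error mainly because that was 2.17 and 2.04, against 1.53 with all libraries. In Figure 7E, Foxe3 is about 7.6 against 3.94 and Pitx3 about 4.7 against 2.55. A pseudocount of 0.1 gave 6.70 and 5.09, within the error. Wnt7a is about 4.7 in Figure 7E against 1.71, and Wnt7b about 4.6 in Figure 7E against 0.53. None of the alternatives set before the data were examined closed these 2 gaps. The lower bounds against a floor of 3 fragments, on the log2 scale, were 5.29 for Foxe3, 3.83 for Wnt7a and 3.64 for Pitx3, which do not exceed the paper's values. Among alternatives chosen after seeing the values, voom on recovered fragments lay within the error for Crygs (4.78), Crygn (2.58), Crybb3 (2.64), Cryab (1.90), Foxe3 (6.20), Wnt7a (3.90) and Pitx3 (5.17). The transcript list as a term, also chosen after seeing the values and a comparison with NMDA + PBS replicate 1 alone, did so for Crygn (1.76) and Crybb3 (2.46). For Crygn that value is further from the paper's than 1.86. Removal of mitochondrial genes, chosen after seeing the values, came within the error for Crygs and Crygb (3.61).

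The paper states that crystallins and the factors of Figure 7E were significantly higher with SCF. It also reports real-time qPCR of such genes in Figures 7F and 7G, whose samples were not analysed here. Here 0 of them passed the paper's thresholds, and at a fold change of 2 and an unadjusted p of 0.05 there were 6 crystallins and 5 factors. Under the other settings at that threshold, paired after the values were seen, crystallins numbered from 1 (without NMDA + PBS replicate 1 or NMDA + SCF replicate 3) to 9 (without NMDA + SCF replicate 2). Factors numbered from 0 (at least 10 recovered fragments) to 6 (all listed transcripts). At an unadjusted p of 0.001 only the fit without NMDA + SCF replicate 2 called any, 3 crystallins and 5 factors, and at an adjusted p of 0.05 no setting run called any. Of the genes of Supplementary Table S2 tested here, which are not shown to be the paper's DEGs, 108 of 218 had the direction the table gives.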

Other observations

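The splits at adjusted p, for the eye lens genes and for the marker lists, and the comparison of the directions in Supplementary Table S2, were chosen before their results were seen. The splits at an unadjusted p, the use of an unadjusted p in the test of the transcript lists and the value that divides the outcomes for Supplementary Table S2 were chosen after. All 10 of the 10 splits of the 6 libraries into 3 and 3 gave 0 genes at a fold change of 2 and an adjusted p of 0.001, as did the real one. At a fold change of 2 and an unadjusted p of 0.05, 2 of the 10 splits gave as many genes as the real split (1017). The other was NMDA + PBS replicate 1 with NMDA + SCF replicates 2 and 3 against the rest, with 1024 genes. The 3 splits that, like the real one, keep the libraries of list B together gave 856, 887 and 1024 genes, and the 6 that part them gave between 176 and 320. The difference between the 2 transcript lists may therefore account for much of the number of genes at an unadjusted p of 0.05. With 10 splits no share under 10% can be had.

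The paper's eye lens genes had a camera p as small as the real split's in 3 of the 10 splits. The others were NMDA + PBS replicates 1 and 2 with NMDA + SCF replicate 2 against the rest, and NMDA + PBS replicates 1 and 3 with NMDA + SCF replicate 2 against the rest. Both place NMDA + SCF replicate 2 with controls.

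The direction that Supplementary Table S2 gives for 199 genes outside the lens terms and lens lists was compared with each part of the control group. Had the transcript lists made these directions in transcripts of both lists, they would have been found against NMDA + PBS replicates 2 and 3. Against those libraries 39.2% of the genes had the table's direction, and against NMDA + PBS replicate 1, which shares list A with the NMDA + SCF libraries, 69.3% had it. For transcripts in both lists, this argues against the lists as the source of those directions. Directions made by transcripts in 1 list only do not enter these sums and were not tested. A general shift may add to the contrast. Genes with a mean FPKM of at least 1 had a median log2 fold change of 0.11 against NMDA + PBS replicate 1 alone. Without that library it was 0.036. The median change in the table's direction was 0.18 against replicate 1 and -0.19 against replicates 2 and 3, on the log2(FPKM + 1) scale. Which libraries the paper's comparison used was not tested, and no biological explanation was tested.

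Marker lists of cell types were tested with camera, adjusted over 18 lists. The lens markers that are not crystallins (median log2 fold change 0.93, adjusted p = 3.61e-04) and the ciliary body and iris markers (0.77, adjusted p = 3.01e-04) were higher and the cornea and stroma markers (-0.92, adjusted p = 0.0480) lower in NMDA + SCF, and none of the 3 passed in fry. By the mean of the list, all 3 NMDA + SCF libraries lay above the NMDA + PBS libraries for the first 2 lists, and 2 of the 3 lay below them for the last. Without NMDA + PBS replicate 1 none of the 3 passed. The cornea and stroma median was -0.13 without NMDA + PBS replicate 2 (adjusted p = 0.523) and -0.16 against NMDA + PBS replicate 1 alone, and 0.035 over the 3 genes with at least 10 recovered fragments in every sample. Over all alternatives the adjusted p of that list ranged from 0.00738 to 0.676, and it passed 0.05 only with the replicate block and without NMDA + PBS replicate 3. The 9 of the 16 lens markers with a value that are outside Figure 7E and the eye lens term, a set chosen after lens gene values had been seen, had a median log2 fold change of 0.20 and did not pass 0.05 in any setting that gave them a value. The pass of the lens list is therefore not shown apart from genes the paper chose on these libraries. The set of 9 is a weak test, since it holds Tdrd7, Hspb1, Prox1 and Maf. It also holds Aldh1a1 and Lgals3, with at most 2 and 1 fragments in a library. The lens list holds 4 factors of Figure 7E and the ciliary list holds 3, of which Rspo1 had no value. The lists of retinal ganglion cells, amacrine cells, rods, cones, bipolar cells, horizontal cells, Müller glia, gliosis, microglia, pigment epithelium, endothelium and pericytes, erythrocytes, immediate early genes, sex chromosomes and ribosomal proteins did not pass (adjusted p from 0.0716 for sex chromosomes to 0.985). Some of them passed 0.05 under single alternatives. Gliosis did so without NMDA + PBS replicate 2 (median 0.67, adjusted p = 0.00384, with a range from 0.00384 to 0.968 over the alternatives). Without NMDA + SCF replicate 1, erythrocytes (1.93) and sex chromosomes (-0.80) both passed with an adjusted p of 0.0275, with ranges from 0.0275 to 0.545 and from 0.0189 to 0.545. Sex chromosomes also passed with all listed transcripts (-0.71, adjusted p = 0.0189), and rods in voom (0.22, adjusted p = 0.0379, with a range up to 0.676), 2 alternatives added after the data had been examined. Among the 10 splits, 2 gave as many lists as the real one. For retinal ganglion cells the median log2 fold change was -0.14, and the list mean of all 3 NMDA + SCF libraries lay below the NMDA + PBS libraries. Against NMDA + PBS replicate 1 alone it was -0.39, without a test. Its adjusted p was between 0.0590 and 0.545 under the other alternatives. For microglia the median was 0.07 (adjusted p = 0.341). The paper's claims on these cells rest on other experiments, whose samples were not analysed here.

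Kitl, which encodes SCF, had 5.57 ± 1.32 FPKM (SD, n = 3) in NMDA + PBS and 4.25 ± 0.796 FPKM (SD, n = 3) in NMDA + SCF (log2 fold change -0.31, standard error 0.27). For Kit only a transcript that does not code for protein was in both lists, with at most 3 fragments in a library. Rbfox3, which encodes NeuN, had at most 12 fragments in a library. The share of counted fragments on mitochondrial genes was 12.3% (95% Wilson interval 12.2 to 12.3%), 7.51% (7.48 to 7.53%) and 8.77% (8.75 to 8.80%) in NMDA + PBS replicates 1, 2 and 3. It was 5.86% (5.83 to 5.88%), 5.60% (5.57 to 5.62%) and 6.10% (6.08 to 6.13%) in NMDA + SCF replicates 1, 2 and 3.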
